# The RNA-binding protein YBX1 regulates epidermal progenitors at a posttranscriptional level

**DOI:** 10.1038/s41467-018-04092-0

**Published:** 2018-04-30

**Authors:** Eunjeong Kwon, Kristina Todorova, Jun Wang, Rastislav Horos, Kevin K. Lee, Victor A. Neel, Gian Luca Negri, Poul H. Sorensen, Sam W. Lee, Matthias W. Hentze, Anna Mandinova

## Abstract

The integrity of stratified epithelia depends on the ability of progenitor cells to maintain a balance between proliferation and differentiation. While much is known about the transcriptional pathways underlying progenitor cells’ behavior in the epidermis, the role of posttranscriptional regulation by mRNA binding proteins—a rate-limiting step in sculpting the proteome—remains poorly understood. Here we report that the RNA binding protein YBX1 (Y-box binding protein-1) is a critical effector of progenitors’ function in the epidermis. YBX1 expression is restricted to the cycling keratinocyte progenitors in vivo and its genetic ablation leads to defects in the architecture of the skin. We further demonstrate that YBX1 negatively controls epidermal progenitor senescence by regulating the translation of a senescence-associated subset of cytokine mRNAs via their 3′ untranslated regions. Our study establishes YBX1 as a posttranscriptional effector required for maintenance of epidermal homeostasis.

## Abstract (web summary)

The integrity of the stratified epithelia relies on controlled cell turnover but it is unclear how mRNA binding proteins regulates this. Here, the authors show that the RNA binding protein Y-box binding protein-1 translationally represses cytokines, so preventing senescence and maintaining epidermal homeostasis.

## Introduction

Control of stem cell fate, self-renewal, and commitment to programmed differentiation or death is fundamental for tissue homeostasis, regeneration, and aging^1, 2^. In recent years, the epidermis with its multiple cell lineages, high degree of turnover, and ability to withstand continuous exogenous injury has become a paradigm for studying stem cell homeostasis^3^. Epidermal stem cells have both quiescent and actively cycling populations^4, 5^. Upon activation, stem cells enter a transitory state of rapid proliferation, followed by exit from the cell cycle and commitment to differentiation^1^. During this process, progenitor cells need to be protected from undergoing senescence, which can be a default state for rapidly proliferating cells^6^. A breakdown in the mechanisms controlling the self-renewal process have been linked to a variety of common skin disorders^7^.

Attempts to dissect the molecular pathways governing epidermal self-renewal have largely focused on transcriptional and epigenetic control of differentiation-related genes. By contrast, posttranscriptional regulation of epidermal stem cell biology by RNA-binding proteins (RBPs) is largely unexplored in spite of its general importance for sculpting the cellular proteome^8, 9^. In the field of stem cell biology, the highly conserved RBP Lin28 has emerged as a key factor that defines “stemness” in several tissue lineages^10^. While Lin28 expression is physiologically restricted to embryonic tissues, its misexpression in the adult skin affects epidermal stem cell function with promotion of epidermal hair growth and altered tissue regeneration^10^. Another member of the same family of cold-shock domain-containing RBPs, YBX1, is expressed in embryonic tissues but is also normally present in the adult epidermis^11^. YBX1 has been reported to modulate the overall levels of protein synthesis and to directly enhance the translation of prominent cancer stem cell factors such as Twist, Snail, Myc, and HIF1α, whereas it can inhibit the translation of oxidative phosphorylation-related proteins in cervical cancer cells^12–15^. These reports point to YBX1 as a regulator of cellular proliferation, the metastatic potential of cancer cells, and a determinant of cancer stem cell function^16–18^. In epidermal stem cells, YBX1 partners with the RNA helicase DDX6 and binds the 3′ untranslated regions (UTRs) of regulators of self-renewal such as CDK1 and EZH2^19^ to facilitate their translation.

Cellular senescence and aging are associated with a decreased ability of tissues to regenerate, frequently associated with impaired stem cell function^20, 21^. Age-associated imbalances in cytokine signaling in keratinocytes induce senescence, lower the ability of the epidermis to tolerate stress, and inhibit stem cell function^4^. To maintain epidermal homeostasis, suppression of senescence is likely to be required for all epidermal cells, whether quiescent, actively proliferating, or undergoing differentiation. The underlying mechanisms of senescence control are therefore important to be uncovered both in normal and pathological conditions.

Senescent cells initiate a complex program called the senescence-associated secretory phenotype (SASP)^22, 23^. Precise mechanisms of molecular control of SASP remain unclear although alterations in cytokine abundance are generally affected at the level of gene transcription^24^. Specific cytokine signaling has recently been suggested to inhibit epidermal stem cell function^4^, but a direct link to SASP has not been established yet.

Here we report the critical role of the RBP YBX1 in the maintenance of epidermal progenitor cells in vivo and in vitro and uncover its function as a translational repressor of cytokines involved in the promotion of senescence.

## Results

### YBX1 is an RBP enriched in epidermal progenitor cells

Epidermal progenitor cell function is regulated transcriptionally by several prominent transcription factors^25–28^ and by epigenetic effectors such as DNMT1 and EZH2 that assist in maintaining keratinocyte stem and progenitor cell function^29–31^. However, it is now recognized that the cellular proteome is heavily controlled at the posttranscriptional level with RBPs taking a leading role in this process^32^.

To identify RBPs participating in maintaining epidermal homeostasis, we performed poly(A)-mRNA interactome capture (Fig. 1a) as previously described^33–35^. The efficiency of poly(A)-mRNA pull-down by oligo(dT) beads was confirmed by enrichment of captured mRNAs (18S rRNA, β-actin and hypoxanthine phosphoribosyltransferase 1, HPRT) over exogenous luciferase mRNA (spiked in) as measured by quantitative reverse transcription-polymerase chain reaction (qRT-PCR) analysis of the recovered RNA fractions (Fig. 1b). In vivo cross-linking of proteins in extremely close proximity to mRNAs resulted in efficient capture of multiple polypeptides. Stringent washing steps enabled effective removal of the abundant proteins not directly bound to poly(A)-RNAs as shown by silver gel staining (Fig. 1c, lanes 5 and 6). The “captured” samples showed profoundly different staining pattern as compared to the input (lanes 1–4), reflecting the specificity and selectivity of the method (Fig. 1c). Western blot analysis of the oligo(dT) selected samples detected the bona fide RBP polypyrimidine tract-binding protein 1 (PTBP1) exclusively in the UV-cross-linked samples, while abundant cellular proteins such as histone H3 (H3) was present only in the input sample without contamination of the captured material (Fig. 1d), confirming the high selectivity and specificity of this approach.

**Fig. 1:**
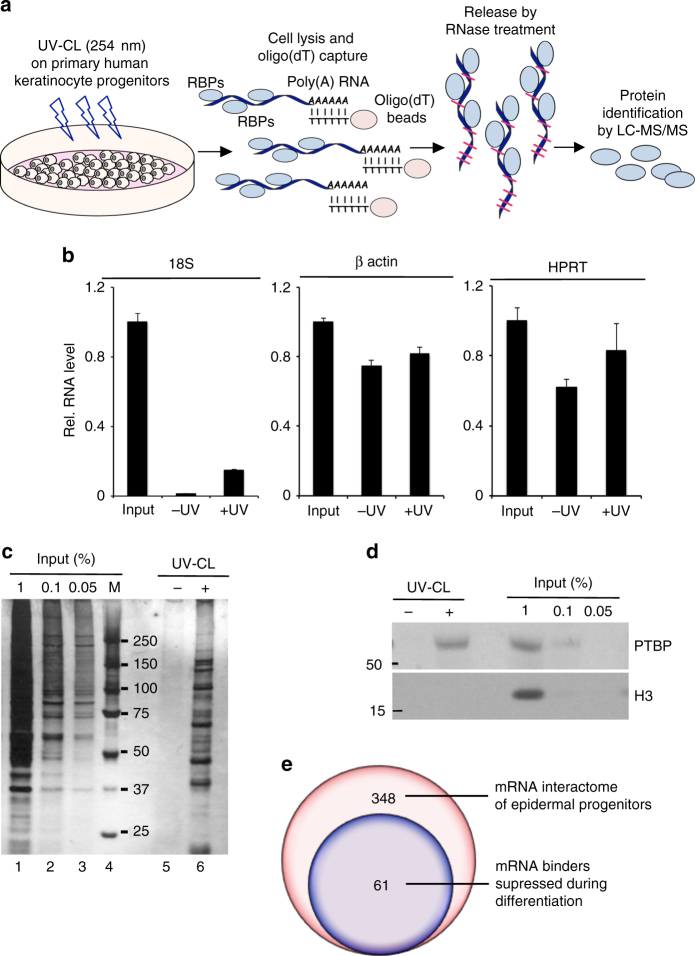
Identification of RNA binding proteins (RBPs) in primary human keratinocyte progenitors. **a** Schematic of the mRNA interactome-capture approach in primary human keratinocyte cultures. Three independent biological replicates were performed with pooled primary cultures of different donors. Cells were UV-cross-linked or nonirradiated and the bound to poly(A)-tagged mRNAs polypeptides were enriched and eluted from the oligo(dT) beads and further identified by LS-MS/MS. **b** Levels of 18s rRNA, β-actin, and hypoxanthine phosphoribosyltransferase 1 (HPRT) mRNAs in eluates from oligo(dT) captured samples were evaluated by qRT-PCR. Exogenous poly(A)-tailed luciferase mRNA was “spiked” into the lysates and used as an internal control. Error bars represent mean SD, *n* = 3. **c** Eluted proteins were visualized by SDS-PAGE and silver staining. **d** Western blotting on the eluted samples for levels of PTBP and histone H3. **e** RBPs expression profile in human keratinocytes during differentiation (^36^, data accessible at NCBI GEO database, accession GSE58161)

We performed three biologically independent experiments using primary epidermal cells derived from different adult donors and observed surprisingly low variability among individuals (Supplementary Fig. 1A). From the three biological replicates, liquid chromatography-tandem mass spectrometry (LC-MS/MS) analysis identified a total of 673 proteins, 348 of which were quantified and enriched in UV-cross-linked samples from at least two replicates (Supplementary Data 1 and Supplementary Fig. 1B). Among those, the majority of the captured proteins were classified as known RBPs and modulators of RNA biology using Gene Ontology (GO) (Supplementary Data 1). When we examined the global expression profile of these mRNA interactors during epidermal progenitor differentiation using published transcriptome data^36^, we identified 61 RBPs from the dataset with high level of expression (greater than 30 FPKM from the publically available RNA-seq dataset) in progenitors, which are substantially downmodulated upon keratinocyte commitment to differentiation (Fig. 1e, Supplementary Data 2). Close examination of the RBPs with highest degree of downmodulation during differentiation (top 30 classical RBPs: Supplementary Data 2) identified YBX1 as a potentially important player in epidermal progenitor function due to its role as a regulator of epidermal stem cells^19^ and epithelial cancer stem cells^13^ as well as keratinocyte differentiation through an interaction with p63^11^.

Analysis of the oligo(dT) captured mRNA-protein complexes in UV-cross-linked proliferating epidermal progenitors by western blot confirmed the enrichment of YBX1 at the poly(A)-tagged fraction of mRNAs in this cell population (Fig. 2a). To further confirm the RNA affinity of YBX1 in epidermal progenitors, we immunoprecipitated the protein from UV-irradiated primary human keratinocytes, and radioactively labeled the cross-linked transcripts by polynucleotide kinase (PNK) treatment after gradual digestion with RNase. Analysis of the immunoprecipitate by gel electrophoresis and autoradiography revealed the cross-link-dependent co-purification of RNA with YBX1 (Fig. 2b). When primary human keratinocytes were grown in “progenitor state” preserving conditions (less than 60% confluence) and subsequently prompted to undergo spontaneous differentiation by exceeding 80% confluence^37^, both transcript and protein levels of YBX1 were downregulated, while the differentiation markers Keratin 10 and Involucrin were upregulated as expected (Fig. 2c, d). We also found that YBX1 expression is progressively downmodulated in the epidermis during late embryonic development in mice in vivo (Fig. 2e). In the epidermis, undifferentiated progenitor cells residing in the basement membrane-bound basal layer undergo cell cycle arrest, outward migration, and terminal differentiation to generate cutaneous permeability barrier. Consistent with a role in epidermal progenitor function, YBX1 was mainly confined to cells of the basal layer of adult human epidermal tissue (Fig. 2f). Similarly, in the mouse epidermis, expression of YBX1 was detected in the basal layer of the interfollicular epidermis, the secondary hair germ and the outer layer of the sebaceous glands (Fig. 2g). Thus, our findings indicate that the RBP YBX1 is expressed in epidermal progenitor-containing cell populations and is lost during differentiation.

**Fig. 2:**
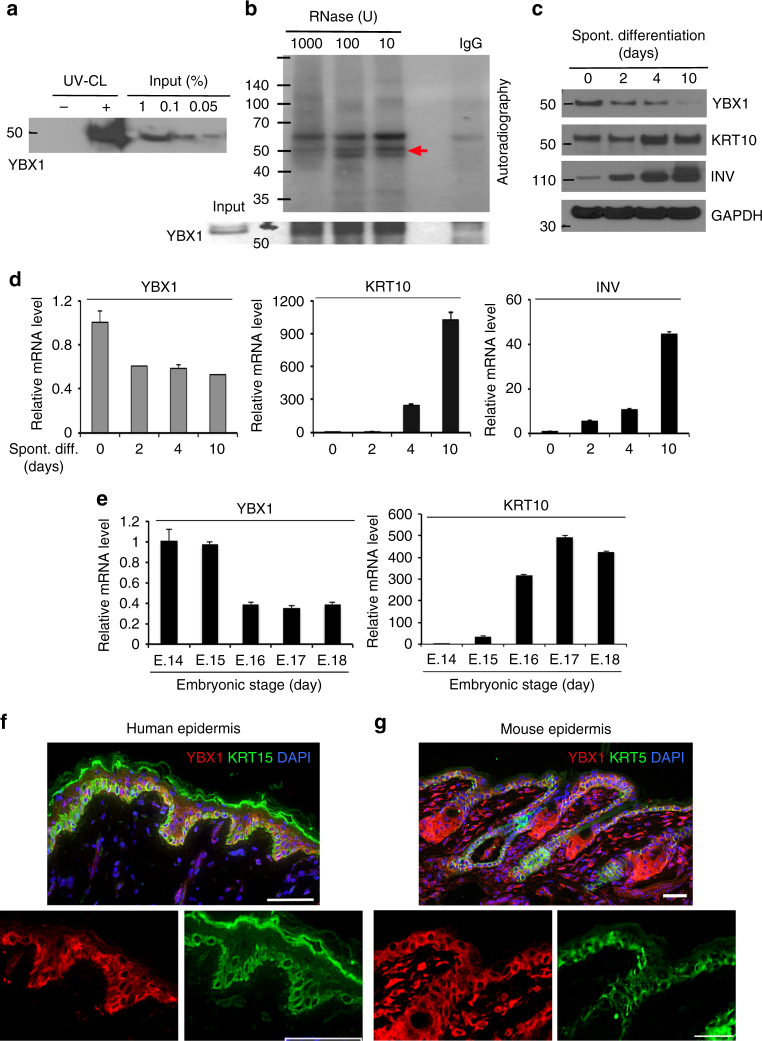
The expression of the RBP YBX1 is decreased during keratinocytes commitment to differentiation and at late stages of embryonic development. **a** Eluates from a small scale oligo(dT) experiment with proliferating epidermal progenitors were analyzed by western blotting for YBX1 protein levels. **b** RNA-binding of YBX1 in human epidermal progenitors. Endogenous YBX1 was immunoprecipitated, and UV-cross-linked transcripts were trimmed by incubation with an RNase I, labeled with polynucleotide kinase and [γ-^32^P]ATP and the complexes were separated by denaturing gel electrophoresis prior to visualization by autoradiography (the red arrow points to YBX1 associated RNAs). The efficiency of YBX1 immunoprecipitation was confirmed by western blotting. **c** Protein levels of YBX1, Keratin 10 (KRT10), Involucrin (INV), or GAPDH (as a loading control) in spontaneously differentiating human keratinocytes (for 10 days) were analyzed by western blotting. **d** YBX1, KRT10, and INV mRNA levels in primary cultures of human keratinocytes induced to spontaneously differentiate for 10 days were measured by quantitative RT-PCR with 36B4 mRNA levels as a control. Error bars represent mean SD, *n* = 3. **e** Levels of YBX1 and KRT10 mRNA in the mouse epidermis during embryonic days 14 to 18 (E.14–E.18) were quantified by qRT-PCR using mRNA levels of 36B4 as an internal control. Error bars represent mean SD, *n* = 3. **f**, **g** YBX1 expression in vivo in the human (**f**) and mouse (**g**) skin. Immunofluorescence and confocal microscopy were used to detect YBX1 (shown in red) and the basal layer markers Keratin 15 (KRT15 for human epidermis) and Keratin 5 (KRT5 for mouse epidermis), shown in green. The nuclei were stained with DAPI in blue. Magnified images generated to present single channels are shown for better resolution. Shown images are representative of at least *n* = 7. Scale bars for the human epidermis are 65 μm and for the mouse epidermis 32 μm

### In vivo loss of function of YBX1 leads to epidermal defects

The downregulation of YBX1 during epidermal differentiation suggested the possibility that YBX1 may impact on epidermal progenitor function. To explore this, we studied the effects of genetic ablation of YBX1 in the mouse. While YBX1 haploinsuficiency (YBX1^+/−^) does not lead to any visible phenotypic defects in mice, homozygous deletion of YBX1 (YBX1^−/−^) results in high rates of late stage embryonic lethality. Some embryos survive until embryonic days 15 to 16 (E.15–16) but a very limited number are alive at birth^38^, allowing us to analyze the morphology of the epidermis and the hair follicles at the time of completed development and stratification between E.15 and E.16. YBX1^−/−^ embryos at E.16 appeared smaller than wild-type (WT) littermates (Supplementary Fig. 2A-D). Histological analysis of their epidermis revealed markedly reduced thickness of the epidermis and significantly (as determined by unpaired *t*-test) delayed onset of the placodes to hair follicle transition as measured by the numbers of developed hair follicles (Fig. 3a) suggesting defects in the hair follicle stem cells and/or their actively cycling progeny^39^. Further, Ki67 labeling showed substantially decreased proliferative capability of the interfollicular epidermis and the underlying dermal tissue, which is indicative of functional failure of proliferating epidermal and dermal progenitors (Fig. 3b). Immunofluorescence staining revealed normal epidermal differentiation and stratification, with similar expression of Keratin 15 (KRT15) and Keratin 5 (KRT5) in the basal layer, Keratin 1 (KRT1) in the suprabasal layer and loricrin in the granular layer of the epidermis of wild-type YBX1^+/+^ (WT) and knockout YBX1^−/−^ (KO) mice (Fig. 3c, d; Supplementary Fig. 2E, F).

**Fig. 3:**
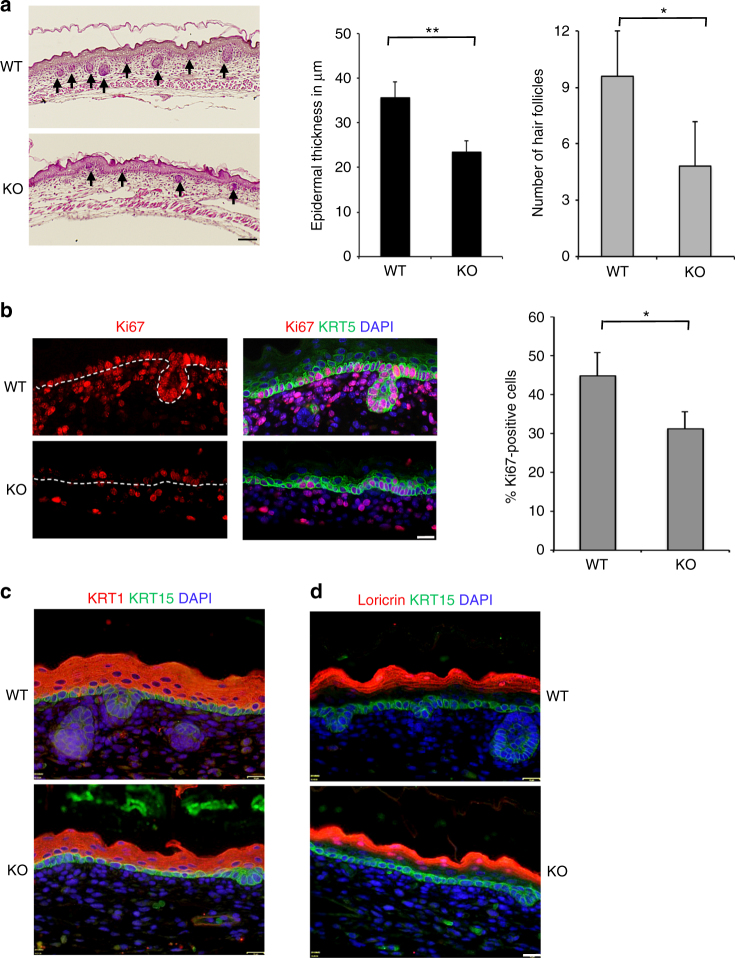
Genetic ablation of YBX1 in the mouse epidermis results in reduced number of hair follicles and diminished proliferative capacity of the interfollicular epidermis. **a** Histological analysis of the mouse epidermis at the final stages of embryonic development. Embryos at embryonic day 16 (E.16) from wild type (WT) and whole body YBX1^−/−^ (KO) mice were collected, formalin fixed, paraffin embedded, and H&E stained. Arrowheads point to the hair follicles. Epidermal thickness was measured using ImageJ on five different samples per phenotype at five different positions along the epidermis and values are presented in μm as average ± SD, **p < 0.01. Hair follicles were counted on five different samples per phenotype and values are average ± SD, *p < 0.05, unpaired *t*-test. Scale bar = 64 μm. **b** The proliferative capacity of the epidermis was detected by immunofluorescence staining for Ki67. Mouse embryos at embryonic day 16 (E.16) from WT and KO mice were collected and stained with Ki67 (red), Keratin 5 (KRT5, green), and DAPI (blue). The white dotted line marks the basement membrane underlying the epidermis. Results were visualized by fluorescence microscopy and the percent of Ki67-positive cells (compared to all KRT5-positive basal cells) was determined using ImageJ on four different samples per phenotype. Values are average ± SD, *p < 0.05, unpaired *t*-test. Scale bar = 16 μm. **c**, **d** Mouse embryonic epidermis from WT and KO animals (at day 16 as in **b**) was stained for the differentiation markers KRT15 (basal layer: in green), KRT1 in **c** (suprabasal layer: in red) and Loricrin in **d** (granular layer: in red). DAPI staining was used to visualize the nuclei. Shown images are representative of *n* = 6. Scale bar = 16 μm

### Depletion of YBX1 reduces the cycling epidermal progenitors

Consistent with a function of YBX1 in maintaining the epidermal progenitor state, YBX1 loss in human primary keratinocytes impaired clonogenic growth as compared to controls (Fig. 4a). The human epidermis contains quiescent and actively cycling pools of basal cells, which contribute to self-renewal and tissue homeostasis^1^. While populations of both quiescent and cycling basal cells are commonly characterized by high levels of the cell surface marker integrin α6 (ITGA6), CD71/transferrin receptor is used to separate both populations into quiescent (ITGA6^bri^/CD71^dim^) and actively cycling (ITGA6^bri^/CD71^bri^)^40^. To analyze the effect of YBX1 on epidermal progenitors, we sorted human primary keratinocytes with and without YBX1 depletion and demonstrated that decreased expression of YBX1 resulted in strongly diminished numbers of actively cycling (ITGA6^bri^/CD71^bri^) epidermal progenitors (Fig. 4b, c), which correlated with the phenotype observed in vivo (Fig. 3a) as well as with decreased clonogenic and regenerative capabilities in vitro. Notably, we observed a more pronounced decrease in the CD71 labeling as compared to ITGA6 upon YBX1 downmodulation indicating reduction in keratinocytes proliferation. Similarly to the normal stratification pattern observed in vivo, the mRNA levels of the differentiation markers KRT1, KRT10, and INV in grown over 80% confluence primary cultures of human keratinocytes were not affected upon YBX1 depletion in vitro. (Fig. 4d) These findings indicate that while YBX1 maintains epidermal progenitor homeostasis, it does not directly target the transcriptional control of keratinocytes commitment to differentiation.

**Fig. 4:**
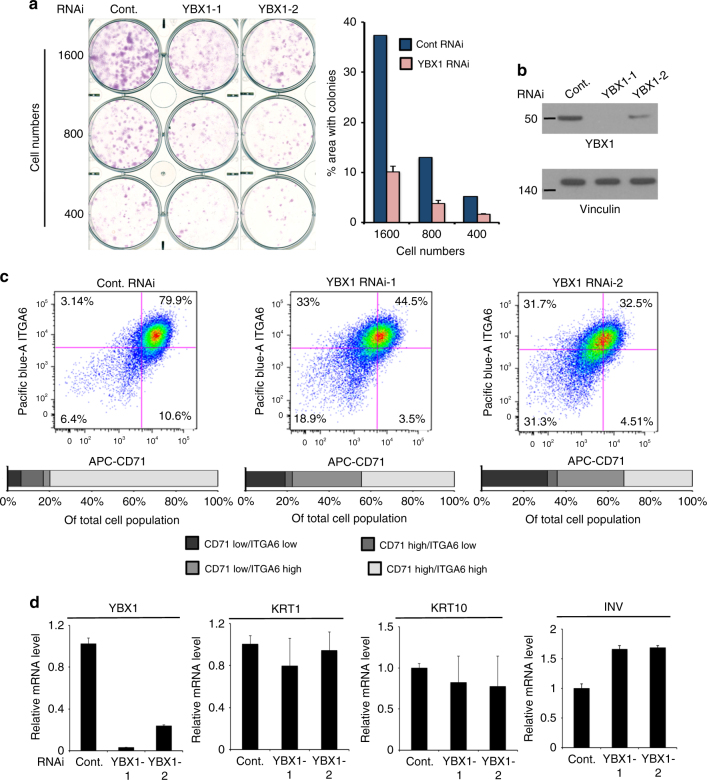
YBX1 depletion in primary human keratinocytes results in epidermal progenitor defects without affecting commitment to differentiation. **a** Colony formation capacity of primary human keratinocytes transfected either with a control siRNA or two different YBX1 siRNAs was assessed by a clonogenic assay; 400, 800, or 1600 cells per well were seeded in 6-well plates and incubated for 10 days. Cells were fixed and stained using Sulforhodamine B (SRB). % area with colonies was calculated using ImageJ. Average and SDs were calculated based on the two different siRNAs results. **b** YBX1 protein levels in keratinocytes transfected with control or YBX1 siRNAs (from **a**) were assessed using western blotting, and vinculin levels served as a loading control. **c** YBX1 depletion reduces the population of actively cycling epidermal progenitors: passage 2 of primary human keratinocytes pooled from three different donor cultures were transfected with either control siRNA or two different YBX1 siRNAs and sorted for expression of CD71 and Integrin-α6 (ITGA6) by a flow cytometer after staining with APC-conjugated anti-CD71, and Pacific blue-conjugated anti-ITGA6 antibodies. Quantification of the separate populations of cells is presented in the lower panel as % of the whole population. **d** Control and YBX1 siRNA transfected human keratinocytes were harvested 4 days after transfection and mRNA levels of the differentiation markers KRT1, KRT10, and INV were quantified by qRT-PCR using 36B4 mRNA as an internal control. Error bars represent mean SD, *n* = 3

### YBX1 binds to cytokine mRNAs in epidermal progenitors

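Primary human keratinocytes, the cells of the epidermis grown in culture, were electroporated with control or YBX1 siRNA, short RNAs that direct the degradation of the YBX1 transcript, and lysed 4 days later in the presence of cycloheximide, which holds ribosomes on the mRNA. The files analysed here cover 6 libraries, 1 of total mRNA and 2 of polysomal mRNA from control siRNA cells, and the same numbers from YBX1 siRNA cells. The second library of total mRNA per group that the text implies was not in the files analysed here, so differences in total mRNA had no replicate check of their own. For each library the authors deposited the number of reads counted on each of 23368 genes, listed by symbol and not normalized, with 5 tallies of reads that were not assigned. The aligner, the counting program and the genome build were not found in the paper or its supplements. Counts were normalized for library size and composition with edgeR's TMM method, genes with low counts were removed with edgeR's filterByExpr, and differences were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p under 0.05 and a fold change above 2, the fold change printed in Fig. 5c. Polysomal mRNA was compared across the 4 polysomal libraries, and total mRNA and the difference between the responses of both fractions were estimated in a model of all 6 libraries, in which the spread of the polysomal replicates stands in for the missing spread of total mRNA. Each fit was also made with the replicate number as a block, which compares each YBX1 siRNA library with the control library of the same number. The choice of the block, of the filter on low counts and of adjusted against unadjusted p could each change the number of genes called.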

To investigate the mechanisms underlying the effects of YBX1 depletion on epidermal progenitors, we performed deep RNA-seq analysis of control versus YBX1-depleted proliferating epidermal cells. ^35^S-Methionine incorporation assay revealed no effect of YBX1 depletion on global translation (Fig. 5a). Since YBX1 can affect both transcription and translation, we analyzed both total mRNA and polysome-associated mRNAs using sucrose density gradient sedimentation (Fig. 5b). 

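In total mRNA, 23571366 reads were counted on genes in the control library and 23378420 in the YBX1 siRNA library. The polysomal libraries held 21898837 and 21080363 reads on genes in control cells (replicates 1 and 2) and 19829549 and 21449879 in YBX1 siRNA cells. A transcript present at 3 reads in these libraries had between 0.127 and 0.151 CPM (counts scaled to library size) before the TMM factor was applied. The CPM values of single genes include that factor, so that 3 reads of HBA1 stood for 0.11 CPM in total mRNA of YBX1 siRNA cells. Of the reads aligned to a single place, 88.6% and 88.2% fell on genes in the total libraries, against 79.6% to 82.1% in the polysomal libraries. Across the genes tested in polysomal mRNA, the Pearson correlation of log2 CPM was 0.99 between both total libraries, 0.984 between the polysomal libraries of replicate 1 and 0.99 between those of replicate 2. It was lower, 0.835 to 0.869, between any total and any polysomal library. YBX1, which lies on chromosome 1 of GRCh38 from 42682427 to 42702349 in the GENCODE release 29 annotation, was counted 23575 times in total mRNA of control cells and 1922 times in YBX1 siRNA cells, which left 8.3% of its normalized level (no replicates). Its polysomal mRNA fell to 2.6% of the control in replicate 1 and to 10% in replicate 2. The YBX1 log2 fold change in polysomal mRNA was -4.47 (standard error 0.638, n = 2 libraries per group, adjusted p = 0.9998 from edgeR's quasi-likelihood test) without the replicate block, and -4.284 (standard error 0.247, adjusted p = 2.76e-13 from the same test) with the replicate block. The pairing in this block was taken from the sample labels, and the difference between replicates 2 and 1 correlated between control and YBX1 siRNA cells with a Pearson r of 0.773 across genes, which are not independent replicates. DESeq2, which gave -4.468 for YBX1, put its adjusted p at 8.21e-15.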

Deep RNA-seq analysis based on duplicate samples showed that 57 genes were substantially modulated in YBX1 siRNA treated cells at the level of total mRNA as compared to control siRNA cells, while 115 genes exhibited changes in polysomal mRNA, respectively (Fig. 5c). 

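In the main fit, without the replicate block, 0 of 13633 genes tested in polysomal mRNA and 0 of 14707 genes tested in total mRNA passed an adjusted p of 0.05 and a fold change of 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Even YBX1, the target of the siRNA, was not called in this fit, so its 0 genes cannot show that no gene changed. With the unadjusted p in place of the adjusted p, 75 genes passed in polysomal mRNA, 49 increased and 26 decreased, and 59 of them are among the 115 genes of Supplementary Data 4. In total mRNA the same change of threshold gave 68 genes, 37 increased and 31 decreased, of which 22 are among the 38 genes of Supplementary Data 3, and 13 genes passed in both fractions. The replicate numbers, taken from the sample labels, paired the libraries. Across the 13633 genes, the difference between replicates 2 and 1 in control cells correlated with the same difference in YBX1 siRNA cells (Pearson r = 0.773, Spearman rho = 0.756, across genes, which are not independent replicates). With the replicate block, the biological coefficient of variation fell from 0.28 to 0.092, and 116 genes passed the adjusted threshold in polysomal mRNA, 87 increased and 29 decreased, 91 of them in Supplementary Data 4. The same block gave 141 genes in total mRNA, 51 increased and 90 decreased, including 36 of the 38 genes of Supplementary Data 3, although the total libraries themselves had no replicates. By these paired calls, 20 genes changed in both fractions and 96 in polysomal mRNA only. Among the alternatives for polysomal mRNA, the replicate block moved the count most. The count for total mRNA moved most, to 169 genes, when a fold change above 2 was taken without any test among genes with at least 10 counts in every library.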

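A list of 74 genes of epidermal differentiation, written before the counts were seen, was read in the total mRNA libraries. Of the 44 listed genes with enough counts to be tested, 0 passed an adjusted p of 0.05 and a fold change of 2 without the replicate block (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the block, which pairs libraries by their labels (r = 0.773 across genes for the replicate difference in control against YBX1 siRNA cells), 3 passed, all increased in YBX1 siRNA cells. The median log2 change of the 44 genes was 0.403 (95% bootstrap interval over genes 0.194 to 0.753), 34 of them were above 0, and 7 were above a 2-fold increase. Genes drawn at random with matched abundance had a median of 0.012 (permutation p = 1e-05, the smallest that 100000 draws can give, Benjamini-Hochberg adjusted p = 2e-05 over 20 list comparisons). Each group had 1 total library, so this comparison is across genes and carries no replicate error between cultures. KRT10 had 20.229 CPM in total mRNA of control cells and 16.464 CPM in YBX1 siRNA cells, a log2 change of -0.296 (no replicates). Involucrin (IVL) had 10.577 and 17.552 CPM, a log2 change of 0.726 (no replicates). KRT1 was counted 2 times in control and 4 times in YBX1 siRNA cells and LOR 0 times in both, so that neither could be compared at this depth. None of the 44 tested genes, 0 in all, is in Supplementary Data 3. That list holds 38 genes, fewer than the 57 the paper reports for total mRNA. Absence from it thus does not place a gene outside the 57. SPRR1A, SPRR1B and SPRR2A, the genes of the 44 that passed with the block, are in Supplementary Data 4. Their log2 changes in total mRNA were 1.101, 1.264 and 1.212 (no replicates). Supplementary Data 4 also holds LCE3D, CRCT1, S100A8, S100A9, OVOL1, CALML5 and PRR9 of the 44. The log2 changes of these in total mRNA were 1.748, 1.358, 0.573, 0.502, 0.742, 0.298 and 0.804. The median of the list moved most, to 0.538, when only genes with at least 10 counts in every library were kept. The paper concludes that depletion of YBX1 left the differentiation genes largely unaffected. It cites Supplementary Data 3 beside its earlier observations. These include qRT-PCR of KRT1, KRT10 and involucrin after YBX1 siRNA and staining of knockout mouse epidermis.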

In line with our previous observations, YBX1 depletion did not have a considerable effect on genes related to epidermal differentiation (Supplementary Data 3; diff. expressed genes in total fractions). Considering the predominantly cytosolic localization of YBX1 in the epidermis (Fig. 2f, g), we hypothesized that most of the observed transcriptional changes are secondary to changes in YBX1-mediated translational regulation of specific mRNA subsets. To identify such translational targets of YBX1, we analyzed transcripts that were equally expressed within total RNA populations of control and YBX1 siRNA cells but were selectively modulated in the polysomal mRNA fractions of YBX1-depleted cells (Fig. 5d; Supplementary Data 4). 

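The change in total mRNA was set beside the mean change of both replicate pairs in polysomal mRNA. Across the 115 genes of Supplementary Data 4, the median absolute log2 change was 1.437 in polysomal and 0.728 in total mRNA. The medians for all 14707 tested genes were 0.181 and 0.189. The list was drawn from these same libraries, so its large polysomal change follows from how it was chosen. In 112 of the 115 genes both replicate pairs changed in the same direction. In 98 of the 115, total mRNA changed in the same direction as the mean of polysomal mRNA. A change above 2-fold was seen in total mRNA for 34 of the 115 genes. Total and polysomal changes correlated across the 115 genes with a Pearson r of 0.508 and a Spearman rho of 0.415, and across all tested genes with 0.307 and 0.312 (genes are not independent replicates).

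**Figure D1:**
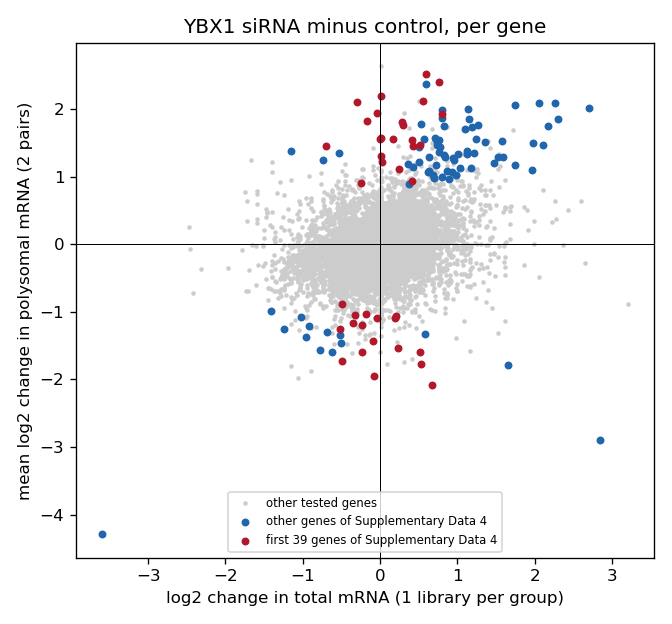
Log2 change after YBX1 siRNA in total mRNA (x axis, 1 library per group) against the mean log2 change in polysomal mRNA (y axis, 2 pairs) for each tested gene. Grey points are other genes, blue points are genes of Supplementary Data 4 and red points are its first 39 genes, which spread along the y axis while staying within a 2-fold change on the x axis.

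Whether the response of a gene differed between polysomal and total mRNA was tested as an interaction in the model of all 6 libraries. In the main fit 0 of 14707 genes had an adjusted interaction p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). An unadjusted p moved this count most, to 29 genes. The replicate block, paired by the sample labels with a pairing check of r = 0.773 across genes, gave 22 genes at the adjusted p, and 5 of the 116 genes called changed in polysomal mRNA with the block were among them. From the transcripts at similar levels in total mRNA and altered in polysomal mRNA, the paper derives its list of translational targets of YBX1.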

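Supplementary Data 4 is ordered by the ratio of the coefficient of variation across the polysomal columns to that across the total columns. Its text does not mark the 39 genes, so the first 39 in this order were used, for which the ratio was at least 3.25. For these genes the median absolute log2 change was 0.281 in total mRNA (no replicates) and 1.536 in polysomal mRNA. None of them, 0 of 39, changed more than 2-fold in total mRNA, whereas 36 changed more than 2-fold in polysomal mRNA. As the ratio was computed from these same 6 libraries, a small total change beside a large polysomal change is the rule by which the genes were ordered and not a separate finding. In polysomal mRNA 22 of the 39 increased and 17 decreased, and 37 changed in the same direction in both replicate pairs. Low counts limit part of the list, as 19 of the 39 genes had fewer than 10 counts in at least 1 library. Restricting the list to the 20 genes with at least 10 counts in every library lowered the median absolute change in total mRNA to 0.249, whereas the prior count of 0.25 in the log2 values raised it to 0.307, the alternatives that moved it most. The interaction between fraction and siRNA had an unadjusted p under 0.05 for 4 of the 39 genes in the main fit. With the replicate block, HMOX1, INPP5D, NDRG4, HSPA1B and MGC16121 of the 39 were among the 22 genes called for the interaction. The spread behind that test came from the polysomal replicates only.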

Further examination revealed that out of the 96 affected polysomaly associated mRNAs, 39 were most discriminatory in expression in polysomal versus total mRNA (Supplementary Data 4). 

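A list of 129 cytokine and chemokine ligand genes, written before the counts were seen, was compared with the genes increased in polysomal mRNA of YBX1 siRNA cells. Of 49 genes increased more than 2-fold at an unadjusted p under 0.05, 4 were among the 51 listed genes that were tested, an odds ratio of 25.6 against the other tested genes (95% confidence interval 6.42 to 74.5, Fisher's exact test p = 3.25e-05). With the replicate block, taken from the sample labels (pairing check r = 0.773 across genes), 13 of 126 increased genes were on the list (odds ratio 40.7, Fisher's exact test p = 6.75e-16). The odds ratio stayed between 20.2 and 63.6 when each polysomal library was left out in turn, the alternative that moved it most. Without the block, 9 of the 34 genes of the differentiation list tested in polysomal mRNA were also among the 49 increased genes. With the block and an adjusted p, 11 of those 34 and 12 of the 51 cytokine genes were increased more than 2-fold. The enrichment is thus not particular to cytokines. IL8 (IL-8) had 0.9 ± 0.42 CPM in polysomal mRNA of control cells and 3.63 ± 1.2 CPM in YBX1 siRNA cells (SD, n = 2), a log2 fold change of 1.993 (standard error 0.509, adjusted p = 0.9998 from edgeR's quasi-likelihood test). Paired by the replicate block, the IL8 log2 fold change was 1.95 (standard error 0.344, adjusted p = 0.000431 from the same test). CXCL1, on chromosome 4 of GRCh38 from 73869393 to 73871242, rose from 12.98 ± 10.65 to 32.36 ± 11.31 CPM (SD, n = 2), less than the spread between control replicates allows to separate without the block (log2 fold change 1.312, standard error 0.6496, adjusted p = 0.9998 from the same test). The block gave 1.409 for CXCL1 (standard error 0.278, adjusted p = 0.00149), although its log2 change was 2.868 in replicate pair 1 and 0.247 in replicate pair 2. That gap is far wider than the standard error, which takes most of its spread from other genes. CSF3 likewise passed with the block (adjusted p = 0.00486, same test), at 1.328 in pair 1 and -0.043 in pair 2. Such a p does not show that both pairs changed alike. For TNF, counted between 10 and 47 times per polysomal library, the log2 change was 1.955 in pair 1 and 1.671 in pair 2. IL24 rose in both pairs by 3.017 and 1.713, CCL20 by 1.582 and 1.525, and CXCL2 by 1.333 and 1.103 on the log2 scale. Among the fits that used all 4 polysomal libraries, TNF, IL24, CCL20 and CXCL2 passed an adjusted p of 0.05 only with the block.

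**Figure D2:**
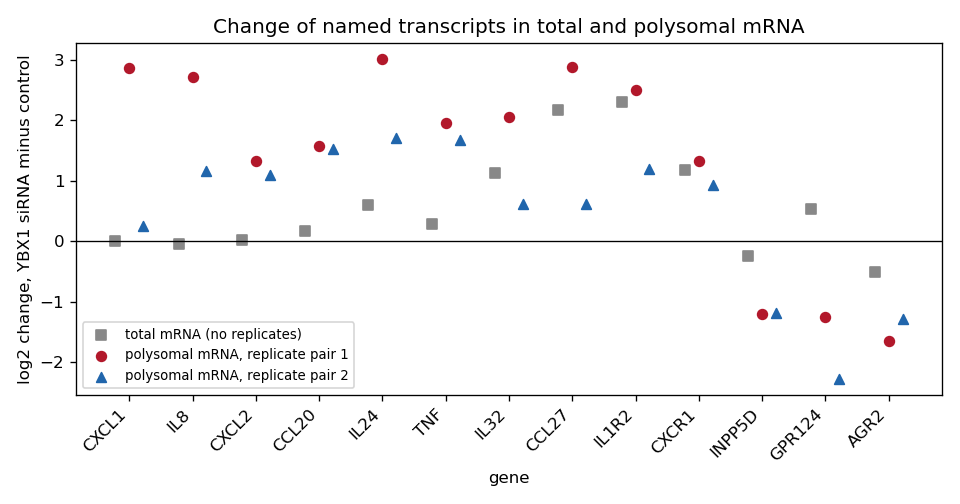
Log2 change after YBX1 siRNA (y axis) of 13 transcripts named by the paper (x axis) in total mRNA (squares, no replicates) and in each polysomal replicate pair (circles, pair 1; triangles, pair 2). The cytokine transcripts sit above 0 in both pairs, CXCL1 at 2.868 and 0.247, and INPP5D, GPR124 and AGR2 sit below 0 in both pairs, while GPR124 is at 0.532 in total mRNA.

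From the annotation terms enriched in Supplementary Data 5, the paper reports that the changes in translating mRNA fell mainly on chemokine and cytokine signaling.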

Surprisingly, GO analysis indicated that the YBX1 driven global changes in the actively translating portion of the transcriptome corresponded mainly to those genes associated with chemokine and cytokine signaling (Supplementary Data 5). Consistent with an established function of YBX1 as a translational repressor, the majority of transcripts detected in the polysomal fraction of YBX1 knockdown (KD) cells were increased as compared to control cells. 

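Of the 75 genes changed more than 2-fold in polysomal mRNA at an unadjusted p under 0.05, 49 were increased in YBX1 siRNA cells, a share of 65.3% (95% exact binomial interval 53.5% to 76%). No gene passed the adjusted p in the main fit, so that fit gave no share at that threshold. Pairing the libraries by their labelled replicate numbers, a replicate block with a check of r = 0.773 across genes, gave 126 increased of 197 genes at the unadjusted p, or 64%. At the adjusted p the block gave 116 genes, 87 increased and 29 decreased. Among the 115 genes of Supplementary Data 4, 84 had a mean polysomal change above 0, which is 73%, and 83 of these increased in both replicate pairs. A fit with 1 polysomal library left out compares 1 library with 2 from different pairs, so the difference between replicates enters it. The share depended most on which libraries were used. It ranged from 42.1% to 81% over the 4 fits that each left out 1 polysomal library, below 50% when either YBX1 siRNA library was left out. Across all 14707 tested genes, 7204 had a mean polysomal change above 0 and 7503 below. The paper relates the larger number of increased transcripts to the known role of YBX1 in repressing translation.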

In agreement with previously published data^13^, we also identified a small set of YBX1-positive targets, among which, mediators of epithelial–mesenchymal transition (EMT) such as SHIP1, GPR124, and AGR2 were present (Fig. 5d; Supplementary Data 4). 

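SHIP1, listed in the files as INPP5D, lies on chromosome 2 of GRCh38 from 233059967 to 233207903. Its polysomal mRNA fell from 101.01 ± 3.42 CPM in control cells to 44.01 ± 1.81 CPM in YBX1 siRNA cells (SD, n = 2). The log2 fold change of INPP5D was -1.2 (standard error 0.189, adjusted p = 0.9998 from edgeR's quasi-likelihood test), and with the replicate block -1.2 (standard error 0.116, adjusted p = 2.03e-08 from the same test). The block relies on the replicate numbers of the labels, for which the pairing check gave r = 0.773 across genes. It was -1.204 in replicate pair 1 and -1.19 in pair 2, a difference between the groups much larger than that between replicates. GPR124 was near the limit of detection, with 12 counts in each polysomal control library and 4 and 1 counts in the YBX1 siRNA libraries. Its log2 fold change of -2.204 (standard error 0.755) was -3.562 without YBX1 siRNA replicate 1 and -1.449 without YBX1 siRNA replicate 2. Its adjusted p with the replicate block was 0.0514 (edgeR's quasi-likelihood test). AGR2, on chromosome 7 from 16791811 to 16833433, was counted 48 and 64 times in polysomal mRNA of control cells and 14 and 26 times in YBX1 siRNA cells. The AGR2 log2 fold change was -1.51 (standard error 0.411) without the block and -1.516 with it (standard error 0.326, adjusted p = 0.00342 from the same test). In total mRNA the log2 changes were -0.237 for INPP5D, 0.532 for GPR124 and -0.505 for AGR2 (no replicates). From their lower polysomal mRNA, the paper places these 3 transcripts among the positive targets of YBX1.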

Next, qRT-PCR confirmed that KD of YBX1 in proliferating epidermal cells indeed leads to increased polysomal association of a defined subset of cytokines including CXCL1 and its structural homolog IL-8 (Fig. 5e), as well as CCL20, IL-24, and TNFα (Supplementary Fig. 3). We were also able to isolate limited amounts of primary mouse keratinocytes derived from WT and YBX1 KO embryos at E.15–16 and observed similar increase of mouse CXCL1 in the polysomal fractions of YBX1 KO keratinocytes as compared to the WT cultures (Fig. 5f). This effect was specific only for certain mRNAs without affecting global translation (Fig. 5f). The total mRNA levels of both positive and negative YBX1 targets remained similar between WT and YBX1 KD keratinocytes arguing in favor of a predominantly translational mechanism of control.

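In total mRNA, IL8 had 3.587 CPM in control and 3.488 CPM in YBX1 siRNA cells, CXCL1 had 32.84 and 32.891 CPM, and CXCL2 had 1.442 and 1.463 CPM (no replicates). The log2 change in total mRNA was 0.168 for CCL20, 0.281 for TNF and 0.601 for IL24. Of the positive targets, INPP5D fell by 0.237 and AGR2 by 0.505 on the log2 scale. GPR124, with 28 and 41 counts, changed by 0.532. Other transcripts of Supplementary Data 4 also rose in total mRNA, with log2 changes of 1.125 for IL32, 2.177 for CCL27, 2.304 for IL1R2 and 1.179 for CXCR1. The difference between the polysomal and the total response was tested directly as an interaction in the model of all 6 libraries. Without the replicate block the adjusted interaction p was 0.9999 for each of IL8, CXCL1 and INPP5D (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The block, paired by the labels (r = 0.773 across genes in the pairing check), lowered it to 0.014 for INPP5D, 0.0927 for IL8, 0.0843 for IL24, 0.195 for CXCL1 and 0.21 for TNF. With 1 total library per group, the spread used in this test came from the polysomal replicates alone. The count of genes with a different response was 0 in the main fit and moved most, to 29, at an unadjusted p. From the similar total levels, the paper argues that YBX1 controls these targets mainly through translation.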

**Fig. 5:**
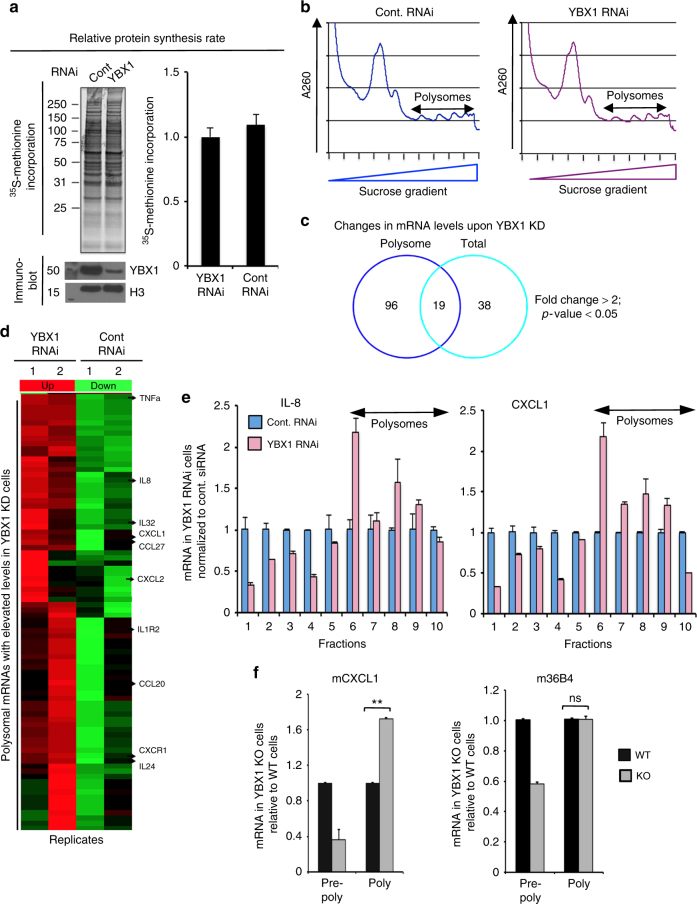
YBX1 modulates the translation of downstream target mRNAs including a subset of chemo- and cytokines. **a** Human keratinocytes were incubated with [^35^S]methionine-containing medium for 1 h and [^35^S]methionine incorporation into polypeptides was detected by SDS-PAGE and TCA precipitation. **b** A representative polysome profile of primary human keratinocytes transfected with either control or YBX1 siRNA: polysomal fractions of the mRNA from primary human keratinocytes transfected with the respective siRNAs for 4 days were isolated by 10–45% sucrose gradients. **c** High-resolution RNA-seq analysis of total and polysomal fractions of mRNA from control versus YBX1-depleted proliferating epidermal cells was performed using two primary cultures of keratinocytes isolated from independent donors: Venn diagram of mRNAs in total versus actively translating polysomal fractions. **d** Heat map of polysome-associated mRNAs with elevated levels in cells with siRNA-mediated knockdown of YBX1. Selected chemo- and cytokines are indicated in the polysome-associated fractions (two biological replicates are shown). **e** Polysome-associated mRNAs were analyzed in primary cultures of human keratinocytes transfected with control or YBX1 RNAi 4 days after transfection: ribosomal subunits and polysomes were fractionated by a sucrose gradient and monitored with continuous A_260_ detection as in **b**. mRNA was extracted from each fraction and fold changes of mRNA levels for IL-8 and CXCL1 in YBX1-depleted cells were analyzed relative to controls by qRT-PCR after normalization for 18S mRNA. Fractions 1–5 represent light, pre-polysomal mRNAs and fractions 6–10 contain the heavy polysome-associated mRNAs. Error bars represent mean SD. **f** Total mRNA from WT and YBX1 KO mouse primary keratinocytes (from embryos at E.16) was isolated and separated into pre-polysomal and polysomal fractions. Relative changes in the KO versus WT mRNA levels of mouse CXCL1 (mCXCL1) and 36B4 (m36B4) in the pre-polysomal and polysomal fractions were quantified by qRT-PCR using 18S as a loading control. Error bars represent mean SD, *p < 0.05; ns: *p* > 0.05, unpaired *t*-test

### YBX1 suppresses the translation of IL-8 and CXCL1

Next, we investigated whether YBX1 is able to bind directly to the mRNAs of its targets by RNA immunoprecipitation (RNA-IP). To this end, endogenous YBX1 was immunoprecipitated from whole cell lysates of proliferating keratinocytes using an anti-YBX1 antibody (MBL, Japan). The co-immunoprecipitated RNA was purified and the enrichment levels of CXCL1, IL-8, and CXCL2 transcripts were assessed by qRT-PCR. Previously established binding of YBX1 to its own mature mRNA was used as a positive control^41,42^, while mitochondrially encoded mRNAs served as negative controls^14^ (Fig. 6a). Earlier examples of suppression of cytokine translation were found to be primarily mediated by a 3′UTR-dependent mechanism^43^. Therefore, we sought to establish whether YBX1 uses the 3′UTR of its target cytokines to modulate their translation. We used two reporter constructs containing a firefly luciferase gene (luc) cloned in front of the 3′UTRs of the IL-8 and the CXCL1 mRNAs, respectively. In the first set of experiments, we found that in mouse embryonic fibroblasts (MEF) genetic ablation of YBX1 resulted in elevated levels of the 3′UTR IL-8-luc reporter signal as compared to the control WT MEFs (Fig. 6b). A luc construct with a minimal 3′UTR served as a negative control and did not show a difference of translation efficiency between WT and YBX1 KO cells (Fig. 6b). Next we transfected the luc construct containing the 3′UTR of CXCL1 into YBX1 KO MEF cells and showed that transient expression of WT YBX1 was able to repress the luciferase signal from the 3′UTR CXCL1-luc reporter while a YBX1 mutant lacking its RNA-binding cold-shock domain failed to do so^44^ (Fig. 6c). To further examine the 3′UTRs of the YBX1 target mRNAs, we performed a bioinformatics analysis for common consensus motifs. It has been previously established that cytokine production at the level of protein biosynthesis is primarily suppressed via interaction of RBPs with AU-rich elements (ARE) located in their 3′UTRs^45^. Analysis of Motif Enrichment (AME)^46^ showed a substantial enrichment for 5 out of 6 ARE motifs on the 3′UTRs sequence of 13 out of the 23 downregulated transcripts (Supplementary Fig. 4). Among those, we noted the IL-8 mRNA to contain numerous of these consensus sequences in its 3′UTR and for the next set of experiments we generated 3′UTR-luc IL-8 deletion mutants lacking sequential clusters of AREs (Fig. 6d). The reporter activity of the mutants was than compared to the full-length construct upon co-transfection with WT YBX1 cDNA into YBX1 KO MEFs. The M3 IL-8 3′UTR-luc mutant lacking the first and the second ARE exhibited a markedly diminished capacity to respond to YBX1-mediated suppression of translation when compared to the full-length construct and the remaining mutants (Fig. 6e). Together these results indicate that YBX1 binds to the 3′UTR of target transcripts such as IL-8 and CXCL1 to translationally repress their expression. Although these studies also implicate certain AREs in the 3′UTRs of the targeted transcript for YBX1-mediated effect, further studies are needed to determine each specific UTR sequence and tertiary structure bound by YBX1.

**Fig. 6:**
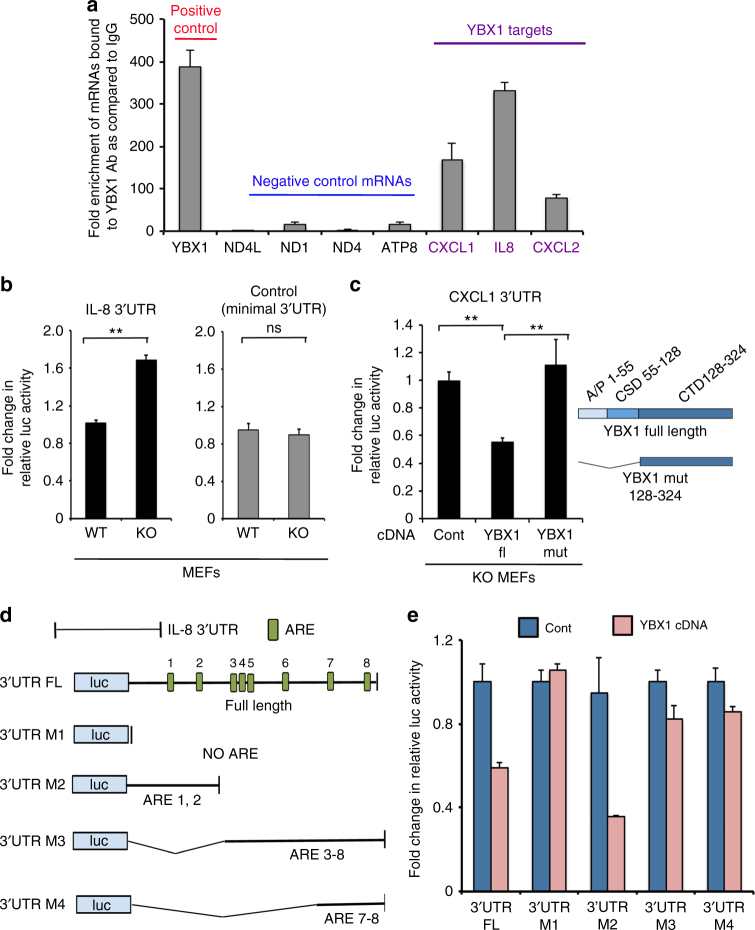
YBX1 binds to the 3′UTRs of transcripts encoding cytokines and chemokines. **a** RNA immunoprecipitation in proliferating cultures of human keratinocytes was performed using control IgG or YBX1-specific antibody. RNAs from each immunoprecipitate were purified and quantified by qRT-qPCR using primers for the indicated targets. Fold enrichment levels were calculated relative to the IgG control after normalization to the respective inputs. YBX1 mRNA was used as a positive control, the mitochondrial mRNAs encoding NDL4, ND1, ND4, and ATP8 served as negative controls and IL-8, CXCL1, and CXCL2 were detected as positive targets. Error bars represent mean SD, *n* = 3. **b** WT and YBX1 KO MEFs were transfected with a 3′UTR IL-8 or a control luc reporter construct containing a minimal 3′UTR sequence; 48 hours later, the cell lysates were harvested and the luciferase activity was measured using EnVision plate reader. Error bars represent mean SD, *n* = 3, *p < 0.05; ns: *p* > 0.05, unpaired *t*-test. **c** YBX1 KO MEFs were co-transfected with a 3′UTR CXCL1 reporter construct and wild type YBX1 or a deletion YBX1 mutant lacking the RNA-binding cold-shock domain; 48 h later, the cell lysates were harvested and the luciferase activity was measured using EnVision plate reader. Error bars represent mean SD, *n* = 3, **p < 0.01; *p < 0.05, unpaired *t*-test. **d** The 3′UTR of human IL-8 contains several putative AREs (AU rich elements). Deletion mutants (M1–4) lacking certain AREs (as indicated) were generated by restriction digestion of the full-length (FL) 3′UTR construct. **e** The FL IL-8 3′UTR construct and the respective deletion mutants (M1–4) were co-transfected together with control or YBX1 cDNA in YBX1 KO MEF, and 48 h later, the cell lysates were harvested and the luciferase activity was measured using EnVision plate reader. Error bars represent mean SD, *n* = 3

### YBX1 protects epidermal progenitors from senescence

We next sought to establish the functional significance of YBX1 driven modulation of cytokine biosynthesis and showed that siRNA-mediated KD of YBX1 expression in primary human keratinocytes resulted in a considerable increase of CXCL1 and IL-8 production as compared to control RNAi (Fig. 7a, b). YBX1 KD was also accompanied by a decrease in the number of cells when compared to control cultures seeded under equal conditions (Fig. 7c). This effect was specific to the RNAi-mediated suppression of YBX1 since cells infected with an adenoviral construct encoding an RNAi resistant YBX1 recovered the difference in cell numbers (Supplementary Fig. 5).

**Fig. 7:**
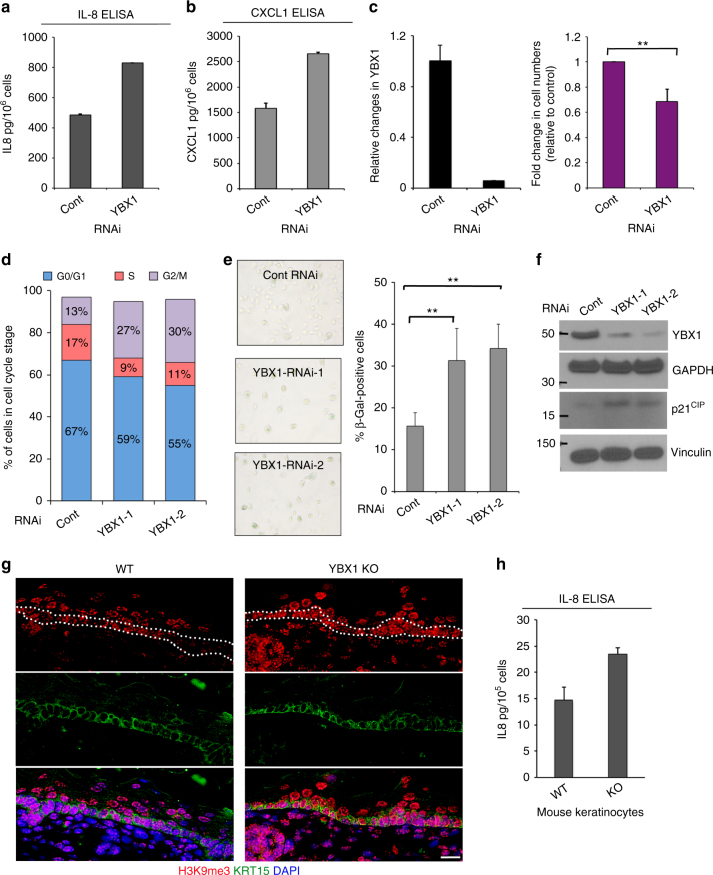
YBX1 depletion promotes cytokine secretion and senescence phenotype. **a**, **b** Protein levels of human IL-8 (**a**) and CXCL-1 (**b**) were analyzed in cellular supernatants from cultures of control or YBX1 siRNA transfected cells using ELISA. After harvesting, the supernatant cell numbers were counted and used for normalization of detected absorbance at 450 nm. Error bars represent mean SD, *n* = 3. **c** YBX1 knockdown in cultures after 4 days of incubation with control or YBX1 siRNA: YBX1 levels were analyzed by qRT-PCR and normalized using 36B4 as a control. Error bars represent mean SD, *n* = 3. Cell numbers in the cultures used in **a**, **b** were calculated and fold change in YBX1-depleted cells was analyzed relative to controls. Error bars represent mean SD, *n* = 3, **p < 0.01, unpaired *t*-test. **d** Human keratinocytes were transfected with control or YBX1 siRNAs. Cell cycle distribution was analyzed by flow cytometry using propidium iodide. **e** Human keratinocytes were stained with SA-β-Gal 4 days after transfection with control or two different YBX1 siRNAs. Total and SA-β-Gal-positive cells were counted under light microscopy (×40). Result shows the percentage of SA-β-Gal-positive cells in control and YBX1-depleted cells (**p < 0.01, unpaired *t*-test). Error bars represent mean SD, *n* = 5. **f** Protein levels of YBX1 and the senescence marker p21^CIP^ were analyzed by western blotting in control and YBX1-depleted cells using specific antibodies. GAPDH and vinculin were used as loading controls after the same cellular lysates were run on separate SDS-PAGE gels. **g** Analysis of senescence-associated heterochromatin foci in the epidermis of wild type (WT) and YBX1 knockout embryos (YBX1KO) harvested at E.16 using H3K9me3 immunofluorescence staining. DAPI was used to stain nuclei, and KRT15 is a marker for basal keratinocytes. Single channels are shown for better resolution. The basal epidermal layer, where the senescence phenotype is most prominent, is marked with two dotted lines in the red (H3K9m3) channel. Shown images are representative of *n* = 4. Scale bar is 16 μm. **h** Mouse primary keratinocytes were isolated from WT and KO embryos at E.16, placed in culture, and 4 days later conditioned medium was harvested and analyzed for levels of secreted mIL-8 by ELISA. Error bars represent mean SD, *n* = 3

It has been previously shown that the subset of cytokines negatively regulated by YBX1 in keratinocytes belongs to a group with a well-established ability to promote a complex, senescence-related phenotype termed the SASP^22, 23, 47^. This subset of cytokines is able not only to promote intrinsic senescence but also exerts a paracrine effect, transmitting the phenotype to bystander cells^48^. Premature entry into senescence would explain the observed stem cell defects associated with YBX1 deficiency in vitro such as alterations of the clonogenic activity and depletion of CD71-positive cells (Fig. 4). Similarly, decline in the epidermal thickness, decrease of the number of developed hair follicles and Ki67-positive cells in vivo at E.16 in YBX1 KO mice support the presence of a senescent phenotype in YBX1-depleted tissues (Fig. 3). Accordingly, cell cycle analysis of primary human keratinocytes depleted of YBX1 expression detected increased number of cells arresting in the G2/M phase (Fig. 7d). KD of YBX1 also increased the activity of senescence-associated-β-Galactosidase (SA-β-Gal) (Fig. 7e). Furthermore, p21^CIP^, another senescence marker was similarly elevated in cells with YBX1 KD (Fig. 7f). In agreement with these findings in vitro, we observed an increase in senescence-associated heterochromatin foci in vivo, visualized with fluorescent staining for trimethylated histone H3 lysine 9 (H3K9me3) in the basal layer (containing KRT15-positive cells only) of the epidermis of YBX1 knockout animals, whereas such foci are found typically in differentiating cells from the upper epidermal layers (Fig. 7g). Likewise, primary mouse keratinocytes isolated from YBX1 KO mice secreted more mIL-8 when compared to their WT controls (Fig. 7h).

Next we tested the ability of YBX1 controlled cytokines to modulate keratinocytes senescence and epidermal progenitor function in a paracrine manner. Conditioned medium collected from cells with siRNA-mediated depletion of YBX1 prompted significantly (as determined by unpaired *t*-test) higher numbers of primary human keratinocytes to undergo cellular senescence and exhibit positive SA-β-Gal staining as compared to cells grown in control medium (Fig. 8a). The magnitude of increase in SA-β-Gal-positive cells was similar to the increase of senescence in ‘aged’ keratinocytes (derived from older donors) or in ‘young’ cells, grown in medium supplemented with factors secreted from ‘aged’ cultures (Supplementary Fig. 6A). Similarly YBX1 KD-conditioned medium diminished the ability of epidermal progenitors to self-renew and form colonies in feeder layers (Fig. 8b). CXCL1 and IL-8 have been shown to act through the closely related CXC receptors CXCR1 and CXCR2 with CXCR2 being the dominant transmitter of downstream effects as it binds to both chemokines while CXCR1 is selective for IL-8 only^49^. Thus, the biological relevance of YBX1 driven cytokine production for the induction of senescence in human keratinocytes was assessed by a pharmacological blockade of the receptor for CXCL1 and IL-8, CXCR2. Treatment with a highly selective small molecule CXCR2 antagonist (SB 225002, IC50 = 22 nM) was able to partially but significantly (as determined by unpaired *t*-test) rescue the effect of YBX1 depletion for the development of senescence phenotype in primary human keratinocytes as assessed by numbers of SA-β-Gal-positive cells (Fig. 8c). This effect was comparable to the outcome of CXCR2 inhibition for ‘young’ epidermal progenitors grown in ‘aged’ keratinocytes medium (Supplementary Fig. 6B). The specificity and efficacy of the pharmacological blockade of cytokine signaling for rescuing the effects of YBX1 was further confirmed by blocking antibodies against both CXCR1 and CXCR2. In agreement with our previous findings, siRNA-mediated depletion of YBX1 in human epidermal progenitors diminished their self-renewal capacity and resulted in the formation of considerably less colonies on feeder layers. This effect was fully rescued when the co-cultures were treated with CXCR1/2 blocking antibodies (Fig. 8d). Similar findings were obtained when the colony-forming assay was performed in the presence of either CXCR2 antagonist or vehicle control (Supplementary Fig. 6C).

**Fig. 8:**
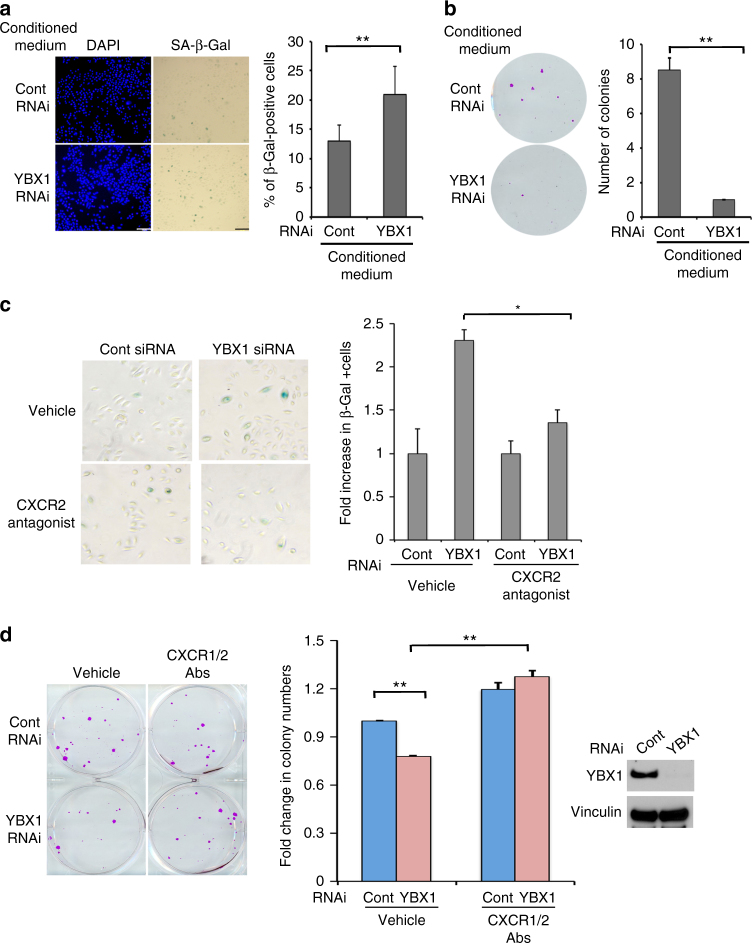
The senescence phenotype promoted by YBX1 depletion in epidermal progenitors is dependent on the secretion of senescence-associated CXC cytokines. **a**, **b** YBX1-mediated induction of paracrine senescence. **a** Conditioned medium from human primary keratinocytes transfected with control and YBX1 siRNA (collected 4 days after transfection) was added to normal proliferating epidermal progenitors. Four days later, the cultures were stained with SA-β-Gal. Total and SA-β-Gal-positive cells were counted under light microscopy. Error bars represent mean SD, *n* = 7, *p < 0.05, unpaired *t*-test. **b** A portion from the same conditioned medium from control and YBX KD cells (as in **a**) was added to epidermal progenitors, seeded at clonal density (100 cells per well) on the top of feeder layer from mitomycin C-treated Swiss3T3 fibroblasts. Ten days later, the samples were fixed, the colonies were stained with SRB, and counted using ImageJ, **p < 0.01, unpaired *t*-test. **c** CXCR2 small-molecule inhibitor reverts keratinocytes senescence caused by YBX1 depletion. Primary cultures of human keratinocytes transfected either with control or YBX1 siRNA were treated with vehicle or the small-molecule antagonist of CXCR2 and stained for SA-β-Gal. SA-β-Gal-positive cells were counted under light microscopy (×40) and shown as percentage of total cells (*p = 0.012, unpaired *t*-test). **d** Blockade of the CXCL1/IL-8 signaling at the level of receptor activation rescues the effect of YBX1 knockdown on epidermal progenitor renewal: primary human keratinocytes transfected with control and YBX1 siRNA were seeded at clonal density (100 cells per well) over Swiss3T3 feeder layer and treated with vehicle control or a mix of blocking antibodies (3 μg each) for the two receptors interacting with CXCL1 and IL-8, CXCR1 and CXCR2. Ten days later, the cultures were fixed, the colonies were stained with SRB, counted using ImageJ, and fold changes in the numbers relative to the control are presented as average values, *p < 0.05, **p < 0.01, unpaired *t*-test

Taken together, our findings indicate that the ability of YBX1 to bind to a subset of cytokine transcripts and prevent their translation protects proliferating epidermal progenitors from undergoing replicative senescence.

## Discussion

We identified a specific subset of RBPs expressed in keratinocytes and specifically enriched in the epidermal progenitor population. Among those, YBX1 exhibits a unique ability to control epidermal progenitor cell function through translational inhibition of cytokine biosynthesis and modulation of the cellular senescence program. The requirement for YBX1 in maintaining the epidermal progenitor population has been demonstrated both in vitro, in primary human keratinocytes, and in vivo, using a knockout mouse model. Taken together our data support a model where a loss of YBX1 in the epidermis during development or adult epidermal renewal leads to progenitor cell dysfunction and inappropriate senescence associated with increased production of specific cytokines.

The skin is the largest mammalian organ and functions to provide protection from protean and numerous external insults^50^. A population of cycling progenitor cells in the basal layer of the epidermis regenerates the epidermis every 6 weeks in humans^51–54^. Several distinct populations of stem cells in the murine and human epidermis have been identified that differ in their respective commitment to various lineages under steady-state conditions^53,55,56^. Recent lineage-tracing studies have determined that in order to maintain homeostasis of the interfollicular epidermis, upon division keratinocyte progenitors choose stochastically between symmetric and asymmetric fate and as a result on average one cell remains in the proliferating compartment, whereas the other commits to differentiation^57–59^. A detailed molecular characterization of the cycling epidermal cell state has begun to emerge in recent years. However, attention to transcriptional regulation and chromatin remodeling has overshadowed efforts to characterize the equally vital role of translational control by RBPs in the regulation of epidermal progenitor function. In this study we began by defining the subset of classical RBPs present in primary cultures of epidermal progenitors through mRNA interactome analysis. Focusing on proteins previously recognized as containing an RNA-binding domain, we analyzed publically available transcriptome data^36^ and showed that a substantial number of these RBPs undergo changes in expression level during keratinocyte commitment to differentiation, suggesting a specific role of RNA-binding activity in epidermal progenitor function. This observation was further supported by our detailed analysis of the function of one of these candidate regulators, the cold-shock domain containing RBP YBX1. Notably, another member of the same family of proteins, Lin28, has been implicated in governing stem cell function in other systems and also regulating pluripotency during iPSC generation^10, 60^. While Lin28 is expressed only during embryonic development in the skin, its reactivation in the adult epidermis exerts a profound effect on tissue regeneration^10^. Together with our current findings on the in vitro and in vivo role of YBX1 in the epidermis, substantial evidence exists for a key regulatory program of keratinocyte stem cell function driven by various RBPs.

Numerous studies have implicated YBX1 in cellular functions such as protein translation, mRNA localization and stability, transcriptional control, and cell cycle modulation^13,42,61–63^. Deletion of YBX1 in vivo is embryonically lethal due to growth retardation and deficiencies of neural development. Interestingly, the molecular mechanisms underlying these profound effects of YBX1 depletion involve control of stress response pathways including the ability of YBX1 to protect cells from senescence^38,64^. These data are in line with our observations defining YBX1 as a key suppressor of senescence-associated cytokine translation. Our results show that YBX1 posttranscriptionally regulates cellular senescence by binding to the 3′UTR of specific senescence-associated cytokine mRNAs. It is also known that the ability of YBX1 to modulate translation is dependent on posttranslational modifications of the protein as well as interactions with other partner RBPs^19,61^. In addition, YBX1 is not only an RBP, it is also a well-characterized transcription factor with ability to translocate from the cytosol to the nucleus. While our data indicate the preferential localization of YBX1 to the cytoplasm of keratinocytes, we cannot exclude the possibility of YBX1 shuttling between the cytosol and the nucleus and binding to either to DNA or to mRNAs. It seems likely that both of these activities contribute to the role of YBX1 in controlling cytokine expression.

In our study, we introduce the role of YBX1-mediated cytokine-driven senescence suppression in proliferating keratinocytes to the many facets of epidermal stem cell functions. Alterations in this process could produce several different clinical scenarios in vivo. Age-mediated decline of YBX1 expression in the skin (Fig. 2) could explain the increasing presence of senescent cells in aging skin and senile defects in tissue renewal (e.g., hair loss, slower wound healing, etc.). In addition, others have shown that age-associated alterations in epidermal stem cell homeostasis are linked to an imbalance of cytokine signaling, which in turn might be part of a broader tumor-suppressive program^4^.

Beyond the importance of YBX1 in controlling senescence, the global polysome analysis of primary keratinocyte cultures with or without depleted expression of YBX1 identified additional YBX1-related functions. For example, YBX1 promotes the translation of a subset of proteins mediating EMT such as SHIP1, GPR124, and AGR2. These data support previously published studies describing YBX1 as a regulator of EMT in cancer cells^13^. How these targets are involved in regulating epidermal stem cell behavior is currently under investigation. In summary, we identified a regulatory network that includes the ability of the RBP YBX1 to limit the production of senescence-associated cytokines at translational level in keratinocytes and thus maintain epidermal progenitor function and tissue homeostasis in the skin.

## Methods

### Cell culture

Human epidermal keratinocytes (HKC) were purchased from ATCC (Virginia, US) or isolated from human skin tissue samples. Primary cultures from donors were isolated following the protocol developed by CELLnTEC Advanced Cell Systems AG and described in details here: http://cellntec.com/products/resources/protocols/isolation/ (CELLnTEC Advanced Cell Systems AG, Bern, Switzerland). Briefly tissue samples were incubated overnight with 5 U dispase solution (prepared from CnT-DNP-10) to detach the dermis from the epidermis. Keratinocytes were further separated using TrypLE^TM^Select (Thermo Fisher Scientific). Primary human keratinocytes were cultured in CnT57 supplemented with IsoBoost for at least the first 3 days post seeding, then cultures were switched to either standard CnT57 medium or to Keratinocyte Serum-free medium (K-SFM, Invitrogen) containing supplements (according to manufacturer's instructions) and 1% antibiotic–antimycotic reagent (Gibco). Cultures were maintained at 37 °C in 5% CO_2_. Cells were passaged around 60% and split 1:3 by using TrypLE^TM^Select (Thermo Scientific). HKC cultures were used between passages 1 and 5. While there are no identifiers on the selected donors, samples are tested negative for HIV-1, HIV-2, HTLV-1, HTLV-2, Hepatitis B, and Hepatitis C. Due to the high risk work with primary human samples, mycoplasma content was biweekly tested in the laboratory. Cells testing positive or mycoplasma were eliminated.

Mouse primary keratinocytes were isolated from the back skin of mouse embryos (E.16, both female and male animals, strain C57BL/6J) treated with 1 U of dispase solution (StemCell Tech). After overnight incubation at 4 °C, the epidermis was separated from the dermis and placed on TrypLE^TM^ solution (Thermo Fisher Scientific) for the gentle isolation of keratinocytes; 20 min later, CnT07 medium was added to wash the cells and after that the cellular suspension was seeded onto collagen-coated plates.

MEFs were harvested following a standard protocol^65^. Briefly, mouse embryos (both female and male animals, strain C57BL/6J) at E.13–14 were harvested, minced, and trypsin digested. Genomic DNA was isolated for genotyping. After 10 min incubation with the Trypsin solution at 37 °C, MEFs medium (DMEM with 20% FBS) was added, the suspension was centrifuged, cellular pellets were re-suspended in fresh MEFs medium, and plated on 100 mm tissue culture plates. Cells from passages 2–7 were used for experiments.

### Human tissue samples for isolation of primary keratinocytes cultures

The primary adult keratinocytes were isolated from human skin tissue samples obtained during surgical procedures at Massachusetts General Hospital, Boston, MA, with IRB approval for discarded human tissue (2013P002158/MGH and MGH 2008P001742/2). The IRB at Massachusetts General Hospital/Partners Healthcare has determined that the research activities described in this paper do not meet the definition of human subjects research for the following reasons:

- There will be no intervention of interaction with a living person that would not be occurring or would be occurring in some other fashion, but for this research;
- There will be no identifiable private data/information obtained for this research in a form associable with the individual from whom the human material was obtained. Associable means that the identity of the subject is or may readily be associated with information through direct or indirect identifiers, e.g., codes.

### Mice

Animal care and experiments were performed in accordance with the Guide for the Care and Use of Laboratory Animal of the National Institutes of Health and were approved by the IACUC at Massachusetts General Hospital. The YBX1 knockout mice were kindly provided by Dr. T. Ley (Washington University School of Medicine, Saint Louis, MO, USA)^38^. The mice were generated and maintained on C57BL/6 background; all histological and immunofluorescence analyses of adult mice tissues were performed using female mice. Genotyping was performed as previously described^38^ using the following primers:

PGK1 (5′-TGAGACGTGCTACTTCCATTT)

YBX1-R2 (5′-AGCGGGTCACATTCTTACATAG)

YBX1-F3 (5′-AGGAACGGATAGGTTTCATCA).

### siRNAs and plasmid DNA and methods for transfection

Predesigned siRNAs for human YBX1 and control siRNAs were purchased from Invitrogen, Carlsbad, CA (Cat. No: s9732, s9733, and 4390843). For the rescue experiment with adenovirus encoding YBX1, a custom made YBX1 RNAi was designed and used (Dharmacon, 5′-CAGTTCAAGGCAGTAAATATGCA-3′). The RNAi-resistant YBX1 adenovirus was constructed by generating point mutations in the parent pCDNA-YBX1 construct using the Quick change site-directed mutagenesis kit (Stratagene California) and the following primers:

YBX1siResistant_FWD 5′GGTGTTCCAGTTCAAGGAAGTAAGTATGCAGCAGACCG

YBX1siResistant_REV 5′-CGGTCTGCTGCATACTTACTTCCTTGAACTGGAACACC.

The adenovirus YBX1(pAdCMV_YBX1siR) was made using the Gateway recombination system with the mutated YBX1 sequence inserted into the pENTR4 vector (Invitrogen) and the pAd/CMV/DEST vector (Invitrogen). For HKC, 5 × 10^5^ cells were transfected with YBX1 or control siRNA at 50 pmol of each siRNAs by electroporation using Amaxa™ Nucleofector™ Technology and human keratinocyte nucleofector kit ((Lonza AG) according to manufacturer’s direction. The 3′UTR luciferase reporter constructs (for 3′-UTR_CXCL1, 3′-UTR_IL8, and control vector) were purchased from ABM, Inc (MT-h11050, MT-h05305, and m012). Deletion series using the 3′-UTR_IL8 plasmid were generated according to the identified putative AREs (utilizing restriction enzymes Pstl, BamHI, Kpnl, and Xhol). YBX1 WT and mutant plasmid containing amino acids 128–324 were previously described^44^.

Plasmid DNAs were transfected in MEFs using Lipofectamine 3000 (Invitrogen).

### Validation of RNA-binding ability by PNK assay

Primary human keratinocytes were lysed in buffer containing 100 mM NaCl, 50 mM Tris-HCl, pH 7.5, 1 mM MgCl_2_, 0.1 mM CaCl_2_, 0.1% SDS, and 0.5% Na-deoxycholate; 500 μg of each protein lysate was incubated with 12.5 U of DNAse I and also with serial dilutions of RNAse I (1000 U, 100 U, 10 U) at 37 °C for 15 min; 10 μl of protein A/G magnetic beads (Millipore, LSKMAGAG02), pre-coated with 5 μg of YBX1 antibody or control mouse IgG, were added to each lysate and incubated for 2 h at 4 ^°^C. Beads were washed with lysis buffer and labeled with [γ-32P]ATP (PerkinElmer) prior incubation with T4 protein kinase. The labeled beads were washed with PNK buffer (50 mM NaCl, 50 mM Tris-HCl, pH 7.5, 10 mM MgCl_2_, 0.5% SDS), and separated on SDS-PAGE. Transferred membranes were visualized by autoradiography. The confirmatory YBX1 western blot was carried out using YBX1 antibody (Epitomics-Abcam, 2397-1, 1:10,000).

### Colony forming assays

Primary HKC were transfected with control or YBX1 siRNAs as described above and seeded at the indicated cellular density in 6-well plates. In the case of feeder layer co-cultures (when adult keratinocytes were used), Swiss3T3 cells were treated with mitomycin C and plated in culture plates 24 h prior to seeding of the transfected keratinocytes. Clonal density cultures were maintained either in K-SFM medium or in FAD medium (50% DMEM, 50% DMEM/F12 with the addition of 12.5% FBS, 5μg/ml insulin, 1.8 × 10^–4^M adenine, 0.5μg/ml hydrocortisone, 1 × 10^–10^M cholera toxin and 10ng/ml EGF) for 10 days, fixed with 50% of trichloroacetic acid (TCA), and stained with sulforhodamine B (SRB, G-Biosciences)

### Flow cytometry and cell cycle

Primary HKC were grown until 70% confluence, washed with PBS and harvested; 1 × 10^5^ cells per condition were incubated for 30 min on ice with the following antibodies: APC-conjugated anti CD71 (BioLegend, 334108) and Pacific Blue-conjugated anti ITGA6 (BioLegend, 313620). FACS analysis was performed using LSRII FACS Analysers (BD Biosciences) and analyzed by the Flowjo software at the Ragon Institute (Cambridge, MA). The cell cycle was detected by using propidium iodide (PI) (Invitrogen). Cells were fixed in 70% ethanol and resuspended in 10 µg/ml of PI and 50 µg/ml of RNaseA containing PBS solution. Cells were analyzed using the BD facsCANTO flow cytometer (BD Biosciences) and FlowJo software.

### RNA isolation and qRT-PCR

For tissues: C57BL/6 mouse embryos were collected at E.14–18 and total RNA was purified from the back skin tissue using Trizol (Invtirogen). For cells: total RNA from cells was isolated using RNAeasy microkit (Qiagen). Equal amounts of RNA were reverse-transcribed using Maxima First strand cDNA synthesis kit (Thermo Scientific). qRT-PCR was performed with Kapa SYBR qPCR master mix (Kapa Biosystems) and gene-specific primers using Bio-rad iCycler instrument. Relative levels of expression were determined using the Ct method relative to the housekeeping genes, 36B4 and YWHAZ. The specific primers for qRT-PCR are listed in Supplementary Table 1.

### Western blotting

For western blotting, following primary antibodies were used: anti-YBX1 (Epitomics-Abcam, 2397-1, 1:10,000), anti-PTBP (Cell signaling, 8776s, 1:1000), anti-Histone H3 (Santa Cruz, sc-10809, 1:1000), anti-KRT1 (Covance-BioLegend, PRB-149, 1:1000), anti-Vinculin (Santa Cruz, sc-73614, 1:1000), anti-p21 (Cell signaling, 2947s, 1:1000), anti-GAPDH (Origene, TA802519, 1:2000). Donkey anti-rabbit IgG-HRP (Santa Cruz, sc-2313) and donkey anti-mouse IgG-HRP (Santa Cruz, sc-2318) secondary antibodies were used at 1:5000. Cells were lysed in RIPA buffer and total protein amounts were normalized by BCA protein assay kit (Thermo Scientific). SDS-PAGE was performed using pre-cast NuPAGE Bis-Tris 4–12% mini-gels (Invitrogen) with MES buffer, following the manufacturer’s instructions. Silver staining was performed using Silver Quest staining kit (Invitrogen). All uncropped western blots can be found in Supplementary Fig. 7.

### [^35^S]-methionine incorporation

Primary HKC were transfected by electroporation with control or YBX1 siRNAs and seeded into 6-well plates. After 4 days, cells were incubated with Met-Cys-free medium (US biological) for 15 min and then switched to 0.1 mCi/ml of [^35^S]-methionine (Perkin-Elmer, NEG009A500UC) containing medium. Following 1 h of incubation, the cells were washed and harvested in RIPA buffer. [^35^S]-methionine incorporation into proteins was detected after TCA precipitation by SDS-PAGE. For TCA precipitation, 10 μl of cellular lysate was spotted on 3 mm filter paper, air dried and placed in ice-cold 10% TCA solution. After 20 min, filter papers were washed twice with 10% TCA and ethanol, respectively, and air dried for 30 min. Isotope activity was detected using Scintillation counter (Beckman, LS6000IC) and normalized to protein amount.

### Histology and immunofluorescence

Mouse skin from the back of 16-day-old embryos was harvested and fixed in 10% formalin or 4% paraformaldehyde overnight for paraffin or frozen sections, respectively. Paraffin sections (immobilized on slides and dewaxed) were used for Hematoxylin and Eosin (H&E) staining and histological analysis. H&E staining was carried out following the standard protocol (http://www.ihcworkd.com). Slides were mounted in Entellan New rapid mounting media (Electron Microscopy Sciences). Frozen sections (mounted in OCT embedding compound and frozen at −80 °C) were used for immunofluorescence staining: primary antibodies were incubated for 3 h, and secondary antibodies were incubated for 1 h at room temperature in 5% BSA/PBST. Nuclei were stained with DAPI (Invitrogen), and the slides were mounted in Prolong Gold Antifade Mount (Invitrogen). Following primary antibodies were used: anti-KRT5 (ProGen Biotechnik GmbH, GP-CK5, 1:500), anti-KRT15 (Covance-BioLegend, PCK-153P, 1:200), anti-Loricrin (Covance-BioLegend, PRB145P, 1:200), anti-KRT1 (Covance-BioLegend, PRB-149, 1:200), anti- Ki67 (Abcam, ab16667, 1:200), anti-YBX1 (Epitomics–Abcam, 2397-1, 1:500), anti-H3K9me3 (Epigenteck, A4036-025, 1:200). Alexa-conjugated secondary antibodies, Alexa Fluor 488 and 568 (Invitrogen, A11039, A11073 and A10042, 1:1000), and Alexa 488 phalloidin (Invitrogen, A12379, 1:1000) were used. Pictures were acquired with a FSX100 microscope (Olympus).

### Polysomal RNA purification

Primary HKC cultures pooled from different donors were transfected with control or YBX1 siRNAs by electroporation. Four days later (to achieve a maximum suppression of YBX1 expression as analyzed by western blot), the cells were placed in 50 µg/ml of Cycloheximide (Sigma) containing medium for 5 min, and lysed in RSB buffer (10 mM Tris, pH 7.4, 10 mM NaCl, 15 mM MgCl_2_) containing 1.2% Triton X-100, 1 mM DTT, 50 µg/ml Cycloheximide, and 3% deoxycholate. The lysates were centrifuged for 5 min at 4 °C to pellet the nuclei. Supernatants were layered over 10–45% sucrose gradients and centrifuged at 37,000 rpm for 2 h in an SW41 (Beckman) rotor at 4 °C. The gradients were fractionated using Density Gradient Fractionation System (Brandel, BR-188). Two biological replicates of polysomal RNAs and total RNAs were isolated using Trizol reagent (Invitrogen) and cleaned up with RNeasy kit (Qiagen) before subsequent qRT-PCR or high-resolution RNA sequencing (RNA-seq) analysis.

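The files analysed here hold 2 libraries of polysomal mRNA per siRNA, and 1 library of total mRNA per siRNA. The methods describe cultures pooled from different donors, whereas the legend of Fig. 5 describes 2 cultures from independent donors. The counts of the replicate libraries differed far beyond the sampling noise. The chi-square per degree of freedom was 138.7 between the polysomal control libraries and 112 between the polysomal YBX1 siRNA libraries. They were thus not 1 library sequenced again, but separate cultures cannot be told from separate preparations of 1 culture.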

### RNA-seq and bioinformatics analysis

RNA-seq and bioinformatics analysis were performed at the Genomics and Proteomics Center of the Beth Israel Deaconess Medical Center (BIDMC). RNA-seq was carried out at a depth of 15–20 million single-end reads. 

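The counts correspond to between 24711690 and 27528382 reads per library aligned to a single place, the sum of the reads on genes, on no gene and on overlapping genes. Between 19829549 and 23571366 of these reads were counted on genes, with a median of 21489600 in the polysomal control libraries and 20639714 in the polysomal YBX1 siRNA libraries. The values given beside the results use the reads counted on genes. The 10 genes with the most reads took between 9.8% and 15.4% of them.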

Briefly, libraries for sequencing were generated from the double-stranded cDNA using the Illumina TruSeq kit according to the manufacturer’s protocol. Library quality control was checked using the Agilent DNA High Sensitivity Chip. Sequencing was performed on an Illumina HiSeq 2000. The differentially expressed genes were identified on the basis of multiple-test corrected *p*-value and fold change. Genes were considered significantly differentially expressed if the *p*-value was <0.05 and absolute fold change >2.

### RNA immunoprecipitation

Primary HKC were harvested in modified RSB buffer (10 mM Tris, pH 7.4, 10 mM NaCl, 15 mM MgCl_2_, and 1% deoxycholate). RNA-IP was performed using a Magna RIP^TM^ RBP immunoprecipitation kit (Millipore) following the manufacturer’s instruction. Briefly, pre-cleared (overnight) cell lysates were incubated with 5 µg of YBX1 antibody or rabbit IgG (RN015P, MBL Life Science, Japan), respectively. Immune complexes were recovered by Protein A/G magnetic beads. RNAs were extracted using RNAeasy kit (Qiagen) with DNAse treatment, and mRNA levels were measured by qRT-PCR using the primers listed below. Binding to the target RNA was calculated as a percent of the input using fold enrichment methods. YBX1 binding to target mRNAs is presented as a fold increase compared to non-specific IgG. The specific primers used for RNA-IP are listed in Supplementary Table 1.

### In vivo isolation of human keratinocyte RBPs

mRNA interactome capturing experiments and mass spectrometry were carried out as previously described^33–35^. Briefly, HKC were grown on 100 × 10 cm dishes and irradiated with 0.15 J/cm^2^ UV light at 254 nm. Cells were immediately harvested in ice-cold lysis buffer (20 mM Tris, (pH 7.5), 500 mM LiCl, 0.5% lithium dodecyl sulfate, 1 mM EDTA, 5 mM DTT) and homogenized using a 27G needle. Poly(A+)-tagged mRNAs and cross-linked polypeptides were captured with oligo(dT)25 magnetic beads (NE Biolabs). Luciferase spike-in control RNA (Promega, L4561) was added during the capture and used for normalization of qRT-PCR results. Eluted and purified proteins were processed following the standard protocol as previously described^33–35^. Three biological replicates were prepared: for each replicate, pooled cultures from different donors were used. The specific primers used in the mRNA interactome capturing experiments are listed in Supplementary Table 1.

### ELISA and SA-β-gal staining and treatment with the CXCR2 inhibitor and the CXCR antibodies

Primary HKC were transfected with control or YBX1 siRNAs by electroporation, and 4 days after transfection the culture supernatants were harvested for ELISA. IL-8 and CXCL-1 ELISA kits were purchased from R&D systems and ELISA-based detection was carried out following manufacturer’s directions. The concentration of the cytokines in the culture supernatant (pg/ml) was calculated and normalized to respective cell numbers. The absorbance at A450 nm was measured using a microplate reader. Cellular senescence was detected using an SA-β-gal-based senescence detection kit (Abcam). Cells were observed under a light microscope with 100× total magnification and the images were taken using Canon EOS digital camera. Total versus blue-green SA-β-gal-positive cells were counted in different areas of the image. DMSO (0.1%) or 50 nM of CXCR2 inhibitor SB225002 (Tocris) or a mixture of CXCR1/2 blocking antibodies (3 μg each: anti-hCXCR1, MAB330, and anti-hCXCR2, MAB331, R&D system) were used to treat HKC cultures prior to SA-β-gal staining or during the colony-forming assay.

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary information files or from the corresponding author upon reasonable request.

RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession code: GSE110014.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

# Supplementary material for: The RNA-binding protein YBX1 regulates epidermal progenitors at a posttranscriptional level
**Source:** Nat Commun. 2018 Apr 30;9:1734. doi: 10.1038/s41467-018-04092-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

**Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: mRNA interacting proteins in proliferating epidermal progenitors

Three independent pooled cultures of primary human keratinocytes isolated from different donors were used to capture mRNA interacting proteins. Samples were analysed on a 240 min. gradient on the LC/MS-MS system (Thermo Fisher LTQ Velos Pro). The raw data was analysed with MaxQuant (v. 1.4.1.2) and further processed using Perseus (v.1.4.0.11). Linear Models for Microarray Data (LIMMA) test was performed on the replicates and a p.adjusted value was only calculated when a ratio in 2 out of 3 samples was present.

File Name: Supplementary Data 2

Description: Classical RBPs highly expressed in proliferating epidermal progenitors and down-modulated upon keratinocytes differentiation

RBPs identified by interactome capture experiments and annotated as modulators of RNA biology utilizing GO were further analysed for their expression levels during keratinocyte commitment to differentiation using a publically available dataset. 61 of these annotated RBPs with high level of expression in proliferating cells (greater than 30 FPKM) were suppressed upon keratinocyte commitment to differentiation. Among those YBX1 is highlighted in yellow.

File Name: Supplementary Data 3

Description: Changes in total mRNAs upon YBX1 siRNA mediated KD

File Name: Supplementary Data 4

Description: Transcriptome (RNA-seq) analysis of total and polysome associated mRNA from primary human keratinocytes transfected with control or YBX1 siRNA

Translational targets of YBX1 were identified based on control versus two biological replicates of YBX1 siRNA transfected samples. 

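Each row of Supplementary Data 4 is a transcript, with 1 value on a log2 scale for total mRNA and 2 for polysomal mRNA of each siRNA, followed by the coefficient of variation across the total columns and across the polysomal columns. A small variation across the total columns with a large one across the polysomal columns can mark a transcript that changed in polysomal mRNA only. A difference between replicates also raises the polysomal variation. HLA-G, among the first 39 genes, had a log2 change of 2.526 in replicate pair 1 and -0.66 in pair 2. Across its 115 transcripts, each column had the same order as the reads counted in 1 of the 6 libraries (Spearman rho = 1 for every library), which identifies the library behind each column.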

Highlighted are transcripts that were equally expressed within total RNA populations of control and YBX1 siRNA cells but were selectively modulated in the polysomal mRNA fractions of YBX1 depleted cells.

File Name: Supplementary Data 5

Description: Pathways and functional analysis was performed using PANTHER software provided by the Gene Ontology Consortium: <http://geneontology.org>

How the deposited data were processed for this re-analysis (not part of the article)

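Total mRNA and polysomal mRNA of primary human keratinocytes were sequenced 4 days after transfection with control or YBX1 siRNA. The files analysed here hold 6 libraries, 1 of total mRNA and 2 of polysomal mRNA per siRNA. Conditions and replicate numbers were taken from the sample labels and checked against the paper. The authors deposited raw counts, the number of reads on each of 23368 gene symbols, without normalization, with 5 tallies of reads that were not assigned to a gene. The aligner, counting program, annotation and genome build behind these counts were not found in the paper or its supplements. Between 19829549 and 23571366 reads per library were counted on genes, so 3 reads, the floor used here, stood for 0.127 to 0.151 CPM (counts scaled to library size). This range is given before the TMM factor, which the CPM values of single genes include.

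The counts were analysed in R 4.3.3 with edgeR 4.0.16. Libraries were normalized with TMM, genes were filtered with filterByExpr, and the quasi-likelihood test was used with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was its absolute value divided by the square root of the F statistic of that test. Genes were called changed at an adjusted p under 0.05 and a fold change above 2. Interaction genes were called on the adjusted p alone. Polysomal mRNA was compared in the 4 polysomal libraries, and total mRNA and the interaction of fraction and siRNA in all 6 libraries, where the spread came from the polysomal replicates because total mRNA had 1 library per group. The replicate block added the polysomal replicate number as a covariate. With 2 pairs, a gene's own spread is barely estimated under the block, and the quasi-likelihood test draws on other genes for it. Log2 changes of single pairs and of total mRNA used log2 CPM with a prior count of 2. The genes named in the text were fixed before the processed files arrived as the genes the paper names plus the 10 with the largest change past the polysomal threshold in the same direction in both pairs. As no gene passed that threshold in the main fit, only the genes the paper names were used.

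Lists of cytokine, differentiation, cell cycle and secretory genes were written before the files arrived. They were compared with genes of the same abundance, in 10 bins, by permutation tests with 100000 draws, and cytokine enrichment was tested with Fisher's exact test. Shares have 95% exact binomial intervals, and medians have 95% bootstrap intervals from 10000 resamples of the genes. Symbols were matched to GENCODE release 29 (GRCh38), which has 20218 of the 23368 symbols (86.5%). IL8 and GPR124 had no match under those symbols, so no location was given for them. The GC content, transcript length and 3' untranslated region (UTR) of a gene were taken from its principal transcript. The annotation of these transcripts was checked by the stop codon before the 3' UTR, which was found in 17606 of 17606. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used for these steps and the plots.

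The fits were tested on simulated data with 200 genes changed by known amounts and a shared difference between replicates. In polysomal mRNA 73% of the changed genes were recovered without the block and 100% with the block, with 0 false calls in either. The simulated changes were all well above the 2-fold threshold, and genes of low abundance were not among them. The shared difference was additive on the log2 scale, as the block assumes. The 100% and the 0 false calls thus do not carry over to smaller changes or rarer transcripts. The interaction fit with the block made 5 false calls. The simulated biological coefficient of variation was 0.1, beside the shared difference between replicates. In the data it was 0.092 with the block and 0.28 without it, where the difference between replicates is included. The recovery without the block may be lower in the data. There, this fit did not call YBX1, the target of the siRNA, at a log2 fold change of -4.47. The alternatives were DESeq2 1.42.0, RLE normalization, no filter, at least 10 counts in every library, unadjusted p, the replicate block, each polysomal library left out, edgeR's exact test, a fit of polysomal mRNA on all 6 libraries, assumed biological coefficients of variation of 0.4 and 0.2 for total mRNA, a fold change alone, a prior count of 0.25 and the 115 genes of Supplementary Data 4. The annotation analysis of Supplementary Data 5 and the motif analysis of Supplementary Fig. 4 were not repeated, because their inputs were not in the files analysed here.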

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

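The samples' grouping, the designs and the alternatives were fixed before the processed files arrived, apart from the alternative and the predictions named below as made later.

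Transcripts of cell cycle genes, which the paper does not report on in its sequencing data, were lower in total mRNA of YBX1 siRNA cells. The median log2 change of 57 G2/M genes was -0.962, with 56 of 57 lower, and that of 43 S phase genes was -0.723, with 43 of 43 lower (permutation p = 1e-05 for each list against genes of matched abundance, the smallest that 100000 draws can give, adjusted p = 2e-05). The prediction that these lists would fall below other genes was written before the result was seen. The other predictions on these genes were written after it. Matched genes had a median of -0.046, so abundance does not account for the fall. The lists were also lower in polysomal mRNA, by a median of -0.241 for G2/M (52 of 57 lower) and -0.259 for S phase (35 of 43 lower, permutation p = 1e-05 and adjusted p = 2e-05 for each). For G2/M the medians were -0.131 in replicate pair 1 and -0.377 in pair 2, with 38 of 57 lower in both pairs. For S phase they were -0.002 and -0.468, so pair 1 showed almost no fall. The log2 fold change of MKI67 in polysomal mRNA was -0.743 without the replicate block (adjusted p = 0.9998, edgeR's quasi-likelihood test) and -0.764 with it (adjusted p = 0.000183, same test, pairing taken from the labels). The direction of the G2/M fall is thus shared by the total comparison and both polysomal pairs. Its size in total mRNA rests on 1 library per group, where a culture that divided less for other reasons could add to it.

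The fall was smaller in polysomal mRNA, where the effects of the siRNA in total and polysomal mRNA were compared directly. The median difference of the log2 change, polysomal minus total, was 0.65 for the G2/M genes and above 0 in 57 of 57, against 0.061 for matched genes (permutation p = 1e-05, adjusted p = 2e-05). A difference between the cultures behind the total and the polysomal libraries was tested in the control libraries alone. There the median log2 ratio of polysomal to total mRNA of the G2/M genes was -0.984, against -0.157 for matched genes (permutation p = 6e-05, adjusted p = 0.000109). The same control libraries enter both values, so this is not an independent test. The total and polysomal control libraries may thus come from cells that divided at different rates, or mRNA of these genes may be recovered less well from polysomes. The weaker fall in polysomal mRNA cannot be told apart from such a difference between cultures. A lower recovery that was equal in control and YBX1 siRNA cells would cancel in the log2 change, so it would not by itself weaken the fall.

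The effect of the siRNA differed between total and polysomal mRNA for 22 genes in the model with the replicate block (adjusted interaction p under 0.05, edgeR's quasi-likelihood test), and for 0 genes without it. Of these 22 genes, 0 were on the cytokine list and 2 on the cell cycle lists. The spread behind this test came from polysomal mRNA only, so that a deviation of either total library counts as an interaction. HBB, the next item, was among the 22, and its high counts were in 1 polysomal and 1 total library.

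HBB, a hemoglobin gene of red blood cells, had 265 counts in polysomal control replicate 2, against 1 in polysomal control replicate 1, 1 and 3 in the polysomal YBX1 siRNA libraries, 2 in total control and 29 in total YBX1 siRNA. HBA2 had 30 counts and HBA1 15 in the same polysomal library and at most 3 elsewhere. RNA from other cells was weighed as the source, with a prediction made after the counts were seen. HBB and HBA2 were high in the same library and low in the other library of that condition, with the 265 counts of HBB among 21080363 reads, so a trace of blood RNA, or of another library from blood, is a candidate source. No biological explanation was tested.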

How the results depend on the processing

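The cytokine enrichment kept its direction and its side of the threshold under every alternative that left a set of genes to test. The median of the differentiation genes kept its direction under the alternatives run for it. These were RLE normalization, a prior count of 0.25 and at least 10 counts in every library. The number of differentiation genes past the threshold did change with the replicate block. The median total change of the first 39 genes of Supplementary Data 4 also stayed near its main value, but these genes were ordered by a small variation in the same total libraries, so this says little. In all, 43 of 64 rows of the headline results were unchanged.

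The main fit gave 0 polysomal, 0 total and 0 interaction genes. The replicate block gave 116, 141 and 22. It moved the polysomal count most, whereas the total count moved most with a fold change alone and the interaction count with the unadjusted p. The block removes the difference between replicates 1 and 2, which both groups shared, and lowered the biological coefficient of variation from 0.28 to 0.092. A GC correction added to the replicate block, an alternative chosen after seeing the data, gave 99 polysomal genes. It tested 12120 genes with an annotated transcript, against 13633 in the other fit with the block. The unadjusted p gave 75 polysomal, 68 total and 29 interaction genes, as it allows the false calls that testing many genes brings. DESeq2 gave 7 polysomal genes and 1 total gene. edgeR's exact test gave 7 polysomal genes and, with unadjusted p, 89. These tests do not carry the uncertainty of the dispersion that the quasi-likelihood test carries with so few libraries. For total mRNA, the exact test of 1 against 1 library gave 12 genes at an assumed biological coefficient of variation of 0.2, and 26 at 0.4 with unadjusted p, so the count follows the assumed spread. A fold change above 2 alone gave 169 total genes, since nothing then removes differences between 2 single libraries.

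From 0 to 4 polysomal genes, from 0 to 0 total genes and from 0 to 1 interaction genes passed across the 4 fits that each left out 1 polysomal library. The share increased was 78.1% with DESeq2, and from 42.1% to 81% across the fits with a library left out. Such a fit compares 1 library with 2 from different pairs, so the difference between replicates enters the fold changes. The Benjamini-Hochberg adjusted set of the main fit gave no share and no enrichment, because it held no genes. With the replicate block that set held 116 genes, 87 increased and 29 decreased.

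Of 192 rows of single named genes, 163 were unchanged, 19 passed the threshold only under the alternative and 10 reversed. The log2 fold change of CDK1, near 0 in the main fit, was -0.023 with the replicate block and from -0.649 to 0.524 with a library left out. The other reversals also came from a left-out library, with ranges from -1.131 to 0.292 for KRT15, from -0.53 to 0.826 for CDKN1A, from -0.145 to 0.709 for TFRC and from -0.842 to 0.16 for EZH2. Depth limited GPR124, with 1 to 12 counts in the polysomal libraries, and KRT1 and LOR, which were too low to test.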

Differences from the paper's values

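The paper reports 115 genes changed in polysomal mRNA, and 0 passed in the main fit, which did not call even YBX1, the target of the siRNA. With the replicate block the count was 116, and with edgeR's exact test at unadjusted p it was 89, both within 1.5 times the paper's count. With the replicate block and a GC correction, chosen after seeing the values, it was 99 among 12120 genes tested. The other alternatives set before the files arrived did not close the gap, the nearest being 75 genes at the unadjusted p. The methods name a corrected p, but Supplementary Data 3 prints p-values from 0.000776 to 0.0498 beside an FDR column without values. Counts at an adjusted p, such as 116, may thus be set against counts that the paper took at an unadjusted p.

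The paper reports 57 genes changed in total mRNA, and 0 passed in the main fit. The unadjusted p gave 68. None of the other alternatives came within 1.5 times the paper's count, including the replicate block with 141.

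The paper reports 96 genes changed in polysomal mRNA only, against 0 in the main fit. The replicate block gave 96 and the unadjusted p 62. In both fractions the paper has about 19 genes in Fig. 5c, read by eye, against 0 in the main fit, 20 with the replicate block and 13 at the unadjusted p, the last 2 settings being within 1.5 times the paper's count.

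The paper's lowest depth is 15 M reads, and the lowest library here had 24.7 M reads aligned to a single place. No alternative applied to this value.

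The paper describes the differentiation genes as largely unaffected, from sequencing, qRT-PCR of single markers and staining of knockout epidermis. Here the median log2 change of the 44 tested genes of the differentiation list in total mRNA was 0.403, with 34 of 44 above 0 (no replicates). The paper describes total mRNA of its targets as similar in both groups. Of the first 39 genes of Supplementary Data 4, whose order favours a small total change, 0 changed more than 2-fold in total mRNA. Of all 115 genes, which include those the paper counts in both fractions, 34 did.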

Other observations

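The genes called in polysomal mRNA with the replicate block also moved in total mRNA. Leaving out YBX1 itself, the total and polysomal log2 changes of the other 115 of these genes correlated with a Pearson r of 0.678 and a Spearman rho of 0.561 across genes, and 103 of 115 changed in the same direction. The median change of the 87 increased genes was 1.361 in polysomal and 0.766 in total mRNA. With YBX1 included r was 0.726, and leaving it out was decided after that value was seen. A change of total mRNA carried into the polysomes may thus account for part of the polysomal increase, and an adjusted interaction p under 0.05 was reached by 5 of the 116 genes. The total libraries share no library with the polysomal comparison, but they have no replicates. For CXCL1 and IL8, whose log2 changes in total mRNA were 0.002 and -0.04, the total libraries show no such rise.

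Other explanations of the polysomal increase were weighed. The changes in replicate pairs 1 and 2 correlated across genes with a Pearson r of 0.364, so both pairs share part of the response. Setting each YBX1 siRNA library against the control of the other replicate number gave an r of -0.585. The difference between replicates enters those comparisons with opposite signs, so this value does not test for a shared siRNA response. The polysomal YBX1 siRNA libraries had 0.96 times the mean total count of the control libraries. The fold changes were computed after normalization for library size, so this ratio cannot test library size as a cause. The paired log2 fold change had a Pearson r of -0.078 with GC content and -0.016 with log2 transcript length across 12120 genes with an annotated transcript. The Spearman rho was -0.11 for GC content, beyond the limit of 0.1 given below, and -0.003 for length. A weak effect of GC content thus stays open. The count with the block was 99 after the GC correction. That fit tested 12120 genes, against 13633 for the count of 116, so the counts cannot show what the correction did. These predictions were written before the results were seen, but they gave no number for a correlation of note. The limits used, an absolute r of 0.1 for GC content and length and 0.3 for the 2 pairs and the total change, were set in the script after some of the values had been seen.

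The 4 polysomal libraries are too few to set the siRNA division apart from others by counting divisions. At the unadjusted p and a fold change above 2, the division by siRNA gave 75 genes, the division by replicate number 1185 and the remaining division 6, so 2 of the 3 divisions gave at least as many genes as the siRNA. By this count, the difference between replicates was larger than the siRNA effect. With the replicate block, 1 of the 2 possible assignments of the siRNA labels, the real one, gave 116 genes, and the other gave 0. Neither share can fall under 0.05.

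The siRNA effect was larger in replicate pair 1. Over the 115 genes of Supplementary Data 4 the median absolute log2 change was 1.585 in pair 1 and 1.122 in pair 2, and it was larger in pair 1 for 84 of 115 genes. Both explanations were tested after this was seen. YBX1 polysomal mRNA was left at 2.6% in pair 1 and 10% in pair 2, but most of that gap lies in the controls. The control libraries held 2032.051 and 707.325 CPM of YBX1, and the YBX1 siRNA libraries 53.001 and 70.768 CPM. The percentages therefore restate the difference between the controls and do not set a deeper depletion apart as an explanation of its own. In 89 of the 115 genes control replicate 2 lay beyond control replicate 1 in the direction of the mean siRNA effect, and in 66 of 115 YBX1 siRNA replicate 2 lay beyond replicate 1. The control cultures may thus differ in a way that lowers the effect in pair 2, but the control values are part of that effect, the limit for this label (a share of genes above 0.6) was set in the script, and 2 pairs cannot show why the controls differ. For CXCL1 the control libraries held 5.45 and 20.513 CPM, and the YBX1 siRNA libraries 40.358 and 24.361 CPM.

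Genes of the differentiation list rose in polysomal mRNA by a median of 0.488 on the log2 scale (44 genes, 32 above 0) and in total mRNA by 0.403. The median difference, polysomal minus total, was 0.211, against -0.025 for matched genes (permutation p = 0.01, adjusted p = 0.0111). It was above 0 in 27 genes and below 0 in 17. A carried-over total change may explain part of the rise. Whether it explains all of it cannot be decided, as a deviation of either single total library would also shift this difference.

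The same comparison was made for the cytokine list and for the list of secretory genes of senescent cells, within the 20 list comparisons. The 55 cytokine genes rose by a median of 0.168 in total mRNA (39 higher, permutation p = 0.00556, adjusted p = 0.00682) and 0.352 in polysomal mRNA (41 higher, permutation p = 1e-05, adjusted p = 2e-05). Their median difference, polysomal minus total, was 0.193, against -0.006 for matched genes (35 of 55 higher, permutation p = 0.0058, adjusted p = 0.00682). The 32 secretory genes rose by 0.196 in total mRNA (permutation p = 0.00017, adjusted p = 0.000283) and 0.635 in polysomal mRNA (permutation p = 1e-05, adjusted p = 2e-05). The difference for these was 0.245, against 0.038 (22 of 32 higher, permutation p = 0.00162, adjusted p = 0.00216). Both lists thus rose in each fraction and more in polysomal mRNA, although 0 cytokine genes passed the interaction test singly. The ratio of polysomal to total mRNA in control cells was already low for the secretory genes, -0.953 against -0.018 (permutation p = 0.00131, adjusted p = 0.00202), but not for the cytokine genes, 0.236 against 0.041 (permutation p = 0.384, adjusted p = 0.404). The lists share genes such as IL8, a permutation p of 1e-05 is the smallest the draws can give, the permutations are across genes, which are not independent replicates, and the total change comes from 1 library per group.

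AU-rich elements, which the paper discusses for cytokine transcripts, were counted as the pentamer ATTTA in the 3' UTR of the genes increased in polysomal mRNA with the block, of which 74 of 87 (85.1%) had an annotated 3' UTR. They had a mean of 3.203 pentamers per UTR against 4.097 in other genes (permutation p = 0.204), in shorter UTRs. Per kilobase the mean was 2.865 against 2.114 (permutation p = 0.0147, adjusted p = 0.0196), but the median was 1.156 against 1.617. That the mean and the median should both be higher was also required only after some of these values had been seen. For the pentamer, the excess per kilobase may thus sit in a minority of the genes, and UTR length could not be separated from it. The longer AU-rich nonamer, for which no prediction was written, was counted 0.568 times per UTR on average in increased genes and 0.3 times in other genes (permutation p = 0.00593, adjusted p = 0.0196 over 4 measures). The UTRs of the increased genes were shorter, with a mean of 1164.676 against 1803.392 nucleotides, so length does not account for that excess, although the median count was 0 in both groups.

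The log2 ratio of polysomal to total mRNA fell with transcript length, with a Pearson r of -0.238 in control and -0.259 in YBX1 siRNA cells across 12990 genes. In the control libraries its median was 0.569 for the fifth of the genes with the shortest transcripts and -0.52 for the fifth with the longest. This was noticed before it was tested. Length may contribute to which transcripts are high or low in the polysomal libraries, through sedimentation, RNA quality or library preparation, which the files cannot separate. The siRNA effect within polysomal mRNA correlated with length at -0.016.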
